# B4GALT1 deficiency attenuates steatohepatitis by regulating the PPARγ/ACSL4 axis

**DOI:** 10.1097/HC9.0000000000000920

**Published:** 2026-03-20

**Authors:** Youjung Chien, Ruiqi Xia, Da Zhou, Yingjie Ai, Linfeng Wu, Xiaoqing Zeng, Shiyao Chen

**Keywords:** MASLD, lipid peroxidation, hepatocytes, B4GALT1, PPARγ, ACSL4

## Abstract

**Background:**

Lipotoxicity, driven by dysregulated lipid metabolism, is a key initiator of hepatocyte injury in metabolic dysfunction–associated steatotic liver disease (MASLD). β-1,4-galactosyltransferase 1 (B4GALT1), which primarily mediates galactosylation of glycoproteins and glycolipids, is involved in the regulation of plasma lipid composition. Previous studies have implicated aberrant glycosylation in MASLD progression. However, the role and underlying molecular mechanisms of B4GALT1 in MASLD progression remain unclear.

**Methods and Results:**

The protein levels of B4GALT1 were elevated in patients with MASLD as well as in a murine model of MASLD induced by choline-deficient, L–amino acid–defined, high-fat diet (CDAHFD), with a more pronounced increase observed in MASH. Hepatocyte-specific *B4galt1*-knockout mice exhibited significantly attenuated hepatic steatosis and inflammation, but not fibrosis. In addition, hepatic B4GALT1 deficiency suppressed the expression of lipogenic genes, reduced lipid accumulation, and inhibited ferroptosis mediated by lipid peroxidation. Mechanistically, B4GALT1 deficiency impaired the N-glycosylation of peroxisome proliferator-activated receptor gamma (PPARγ), leading to its stabilization. Increased PPARγ protein, in turn, transcriptionally repressed acyl-CoA synthetase long chain family member 4 (ACSL4), thereby mitigating lipid peroxidation. Conversely, PPARγ overexpression in steatotic hepatocytes rescued the pro-ferroptotic phenotype driven by B4GALT1.

**Conclusions:**

Our findings suggest that B4GALT1 plays a crucial role in MASLD progression by targeting lipid peroxidation in hepatocytes via the PPARγ/ACSL4 axis, thus highlighting a potential therapeutic target for MASLD.

## INTRODUCTION

Metabolic dysfunction–associated steatotic liver disease (MASLD), formerly known as nonalcoholic fatty liver disease (NAFLD), is the predominant chronic liver disease worldwide, with a prevalence of approximately 30% in the adult population.^1^ The diagnosis of MASLD is based on histological (biopsy) or imaging evidence of hepatic steatosis along with any one of the cardiometabolic criteria.^2^ MASLD encompasses a spectrum from simple steatosis to metabolic dysfunction–associated steatohepatitis (MASH), an aggressive form characterized by inflammation and fibrosis that drives progression to cirrhosis and hepatocellular carcinoma.^3^ Interplay among genetic polymorphisms,^4^,^5^ dysregulated lipid metabolism,^6^,^7^ oxidative stress,^8^ altered immune responses,^9^ and gut microbiota dysbiosis^10^,^11^ has been proposed to explain the pathogenesis of MASLD. However, there are currently no effective treatments to reverse MASLD, highlighting the need for further research on its underlying mechanisms.

Peroxisome proliferator-activated receptor gamma (PPARγ), a ligand-activated transcription factor of the nuclear hormone receptor superfamily, is a crucial regulator of hepatic lipid metabolism and inflammation.^12^,^13^ In addition to its powerful adipogenesis-promoting effect, PPARγ is involved in improving insulin resistance, inflammation, oxidative stress, endoplasmic reticulum stress, and fibrosis in MASLD.^14^ Previous studies have implicated PPARγ in ferroptosis, which is associated with tumor immunology, traumatic brain injury, and intracerebral hemorrhage.^15^,^16^,^17^ Although PPARγ agonists are reportedly effective for treating MASLD in preclinical studies, the precise role of PPARγ in ferroptosis within MASLD is not well understood.

Ferroptosis is an iron-dependent form of regulated cell death driven by excessive lipid peroxidation.^18^,^19^ Previous studies have reported that ferroptosis is involved in various stages of MASLD.^20^ It contributes to the initiation of inflammation in MASH and continues to play a role as the disease progresses.^21^,^22^,^23^ Ferroptosis in hepatic stellate cells (HSCs) can mitigate liver fibrosis in mice,^24^,^25^ whereas ferroptosis in hepatocytes promotes fibrosis.^26^ Given the pivotal role of lipid metabolism in orchestrating ferroptosis,^27^ ACSL4, a key regulator of fatty acid metabolism, is crucial for inducing lipid peroxidation–driven ferroptosis.^28^,^29^ ACSL4 catalyzes the conversion of polyunsaturated fatty acids (PUFAs) to PUFA-CoA, which are eventually converted to lipid hydroperoxides that cause cellular membrane damage.^30^ Although ACSL4 is indispensable for ferroptosis, its exact function in MASLD progression remains to be elucidated.

Glycosylation, a common and diverse form of protein post-translational modification,^31^ has been implicated in MASLD progression. N-glycosylation of sterol regulatory element**-**binding protein cleavage**-**activating protein (SCAP) exacerbates hepatocyte inflammation and lipid accumulation by enhancing ACSS2-mediated H3K27 acetylation.^32^ In addition, N-glycosylation enhances the transcriptional activity of cAMP-responsive element-binding protein H (CREBH), which regulates the production of peroxisome proliferator-activated receptor α and stearoyl-CoA desaturase-1, leading to reduced lipid deposition and attenuated lipotoxicity.^33^ B4GALT1, an important member of the β-1,4-galactosyltransferase (B4GALT) family, converts galactose to N-acetylglucosamine or other glycan acceptors and is involved in the synthesis of complex-type N-linked oligosaccharides in glycoproteins.^34^ Owing to its important role in N-linked glycosylation, it has recently been implicated in physiological processes^35^,^36^ and various tumor types.^37^,^38^,^39^ In particular, B4GALT1 mutations have been shown to modulate plasma lipid composition.^40^,^41^ Given the link between glycosylation and lipid metabolism, we hypothesized that B4GALT1 plays a pathogenic role in MASLD. In this study, we investigated the function of B4GALT1 in hepatocytes and sought to define the molecular mechanisms by which it contributes to steatohepatitis. The RNA-seq data are available in the GEO database under accession number GSE324244.

## METHODS

### Liver tissue samples of patients with MASLD

Liver samples from patients with MASLD were obtained via percutaneous liver biopsy at Zhongshan Hospital, Fudan University. Two certified hepatic pathologists, blinded to all clinical data, independently evaluated each specimen using the NAFLD activity score (NAS), which was calculated as the sum of steatosis, lobular inflammation, and hepatocellular ballooning. Patients with a NAS≥5 were considered to have MASH. The general characteristics of the human MASLD liver specimens are summarized in Supplemental Table S1-5, Figure S1, http://links.lww.com/HC9/C267. The study protocol was approved by the Institutional Ethics Committee of Zhongshan Hospital, Fudan University (no. B2025-476). The study was conducted in accordance with the Declaration of Helsinki, and the committee waived the requirement for informed consent due to the retrospective use of anonymized archival tissue. A) Research conducted in accordance with the Declarations of Helsinki and Istanbul B) Approved by the Institutional Ethics Committee of Zhongshan Hospital, Fudan University, Approval No: [B2025-476] C) Waiver of informed consent noted due to the retrospective use of anonymized archival tissue, approved by the ethics committee.

### Animal models

Six-week-old male C57BL/6 mice were fed a choline-deficient, L–amino acid–defined, high-fat diet (CDAHFD; A06071302: 60% kcal fat, 0.1% methionine and choline-deficient high-fat; Research Diets) (n=6/group) or control chow diet (D12450J: 10% kcal fat; Research Diets) (n=6/group) for 15 weeks. *B4galt1* ^*flox/flox*^ and *Alb-Cre* mice with a C57BL/6 background were purchased from Shanghai Model Organisms Center. To generate hepatocyte-specific *B4galt1*-knockout (*B4galt1* ^*hep−/−*^) mice, *Alb-Cre* mice were crossed with *B4galt1* ^*^*flox/flox*^*^ mice. Littermate *B4galt1* ^*flox/flox*^ animals generated during the same breeding cycle served as controls. Six- to eight-week-old male *B4galt1* ^*^*flox/flox*^*^ and *B4galt1* ^*hep−/−*^ mice were fed a CDAHFD (n=9–10/group) or a control chow diet (n=8/group) for 15 weeks. Mice were maintained in a specific-pathogen-free facility under a strict 12-hour light–dark cycle at 23 °C and 50%±10% relative humidity, with ad libitum access to food and drinking water. All mice were euthanized after CDAHFD or chow diet feeding for 15 weeks. The animal procedures received prior approval from the Institutional Animal Care and Use Committee of Zhongshan Hospital, Fudan University (IACUC, 2025-153) and were executed in strict accordance with the Guide for the Care and Use of Laboratory Animals.

### Cell culture and treatment

The mouse hepatocyte line AML12 and human embryonic kidney line 293T were provided by Shanghai Institutes for Biological Sciences. 293T cells were maintained in the Dulbecco’s Modified Eagle Medium (DMEM) containing 10% fetal bovine serum and an antibiotic mixture (100 U/mL penicillin and 100 μg/mL streptomycin). AML12 cells were cultured in DMEM/F-12 supplemented with 10% fetal bovine serum, 1× insulin-transferrin-selenium, and 40 ng/mL dexamethasone. To induce lipid deposition, AML12 cells were treated with 0.5 mM free fatty acids (FFA) for 24 hours at a ratio of 2:1 (v/v) of oleic acid: palmitic acid. The cells were fixed and stained with Oil Red O (G1262; Solarbio) to evaluate lipid deposition. AML12 cells were incubated with 5 μM GW9662 (S2915; Selleck) or 10 μM pioglitazone (S2590; Selleck) to inhibit or enhance PPARγ activity, respectively. Ferroptosis inducer RSL3 at 5 μM (S8155; Selleck) or ferroptosis inhibitor Fer-1 at 10 μM (S7243; Selleck) was added to the medium to investigate the role of ferroptosis.

### Biochemical analysis

Serum levels of alanine transaminase (ALT), aspartate transaminase (AST), total triglyceride (TG), total cholesterol (TC), low-density lipoprotein (LDL), and non-esterified fatty acids (NEFA) as well as the TG, TC, LDL, and NEFA levels in murine liver tissues were quantified following standardized manufacturer protocols (ALT: cat. no. C009-2; AST: cat. no. C010-2; TG: cat. no. A110-1; TC: cat. no. A111-1; LDL: cat. no. A113-1; NEFA: cat. no. A042-2; Nanjing Jiancheng).

### Enzyme-linked immunosorbent assays

Plasma TNF-α (EK282; Multi Sciences Biotech) and IL-6 (EK206; Multi Sciences Biotech) concentrations were quantified using mouse enzyme-linked immunosorbent assay (ELISA) kits according to the manufacturer’s instructions.

### Histological analysis

Formalin-fixed paraffin-embedded liver tissues were sectioned at 4 μm thickness for histological assessment using hematoxylin and eosin (H&E) staining, Sirius red staining, and immunohistochemistry (IHC). Frozen liver tissue sections were stained with Oil Red O (G1261; Solarbio). For pathological grading, all liver specimens were scored by 2 experienced pathologists according to NAS: steatosis (0–3), inflammation (0–3), and hepatocyte ballooning (0–2). A total NAS≥5 is indicative of a diagnosis of MASH. Lipid droplets and Sirius red**-**positive areas were quantified with ImageJ software (version 1.8.0; USA) for histological evaluation. Immunohistochemical staining was performed using the proportion or intensity of positive signals.

### Transmission electron microscopy

Cubic liver pieces were dissected and fixed with 2.5% glutaraldehyde in 0.1 M sodium phosphate (pH 7.4) for 24 h at 4 °C. The samples were sent to the Electron Microscopy Core Laboratory, School of Basic Medical Sciences, Fudan University, for subsequent processing. The specimens were then visualized under an electron microscope.

### Iron concentration and lipid peroxidation

The procedures for quantification of iron concentration and lipid peroxidation in liver homogenates and hepatocytes are described in the Supplemental Materials, http://links.lww.com/HC9/C267.

### Cycloheximide chase experiment

At 48 hours after transfection of AML12 cells with *B4galt1* siRNA or *B4galt1*-overexpressing plasmid, FFA intervention was performed for 24 hours. The cells were then treated with 200 μg/mL cycloheximide, harvested, and lysed for western blotting analysis at 0, 3, 6, 9, and 12 hours, respectively.

### Co-immunoprecipitation

Cells were transfected with the indicated plasmids for 48 hours and lysed by sonication in lysis buffer (P0013; Beyotime). For immunoprecipitation, total protein lysates were incubated for 3 hours with corresponding antibodies with gentle shaking at 4 °C, followed by the addition of 30 μL of anti-Flag, anti-c-Myc, or protein A/G magnetic beads overnight. The beads were resuspended in 50 μL 5× loading buffer and boiled for 10–15 minutes. Protein samples were subjected to immunoblotting using anti-B4GALT1 (ab121326; Abcam; and LS‑C368884; LifeSpan BioSciences) or anti-PPARγ (16643-1-AP; Proteintech) antibody.

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation (ChIP) followed by ChIP-quantitative real-time PCR (ChIP-qPCR) was conducted in AML12 cells using Sonication ChIP Kit (RK20258; ABclonal) and DNA Purification Kit (RK30100; ABclonal) according to the manufacturer’s instructions. Following sonication, cross-linked chromatin samples were then subjected to immunoprecipitation by overnight incubation at 4 °C with either anti-PPARγ antibody (2443; CST) or normal mouse IgG (B900620; Proteintech). Immune complexes were subsequently captured by incubation with protein A/G agarose beads (HY-K0202; MCE) for 3 hours. PPARγ-associated chromatin segments immunoprecipitated from the samples were subjected to qPCR analysis to determine binding enrichment. IgG was used as a negative control. The primer sequence of the PPARγ binding site was as follows: forward, 5′-CACACACACACACACACACA-3ʹ; and reverse, 5′-CAGTCACGTAGCCCAGACAT-3’.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 9.0 (GraphPad Software, San Diego, CA, USA). Data are presented as mean ± standard error of the mean (SEM) unless otherwise stated. Comparison of the means between 2 groups was performed using the Student *t* test under normality assumptions, or the Mann**-**Whitney *U* test when data distribution deviated from normality. One-way ANOVA or Kruskal**-**Wallis test was used to determine statistical significance for experiments with more than 2 groups, followed by the Tukey post hoc test. Statistical significance was set at *p*<0.05.

## RESULTS

### B4GALT1 is upregulated in patients with MASLD and the murine MASLD model

To determine whether B4GALT1 is involved in MASLD, we searched hepatic gene expression in a published transcriptome dataset (GSE46300) containing samples from 2 patients with no steatosis, 6 patients with low steatosis, and 10 patients with high steatosis. *B4GALT1* expression was increased in patients with low or high steatosis (Figure 1A). To elucidate *B4GALT1* mRNA levels in MASLD patients with different NAS and fibrosis stages, we retrieved the liver transcriptome data of NAFLD patients (GSE174478). Hepatic tissue *B4GALT1* mRNA levels were significantly elevated in patients with MASH, whereas no significant difference in *B4GALT1* mRNA expression was observed between patients with fibrosis stages F2–F4 versus F0–F1 (Figure 1A). Furthermore, IHC assays revealed a significant upregulation of hepatic B4GALT1 protein in patients with MASH (Figure 1B). However, there was no statistical difference in the levels of B4GALT1 protein between different degrees of fibrosis (Figure 1B). Further correlation analysis showed that hepatic B4GALT1 expression was positively correlated with clinical parameters and total NAS in patients with MASLD (Figure 1C; Supplemental Figures S1A, B, http://links.lww.com/HC9/C267). Similarly, B4GALT1 mRNA and protein levels were increased in the livers of CDAHFD-fed mice for 15 weeks (Figures 1D, E). Moreover, IHC assays of hepatic tissue sections showed elevated *Ricinus communis* agglutinin I (RCA-I) protein levels in MASLD mice (Figures 1F, G). Next, B4GALT1 and RCA-I protein levels were higher in FFA-treated hepatocytes than in the control group (Figure 1H). Altogether, these data demonstrate that B4GALT1 expression is upregulated in both human and murine steatohepatitis.

**FIGURE 1:**
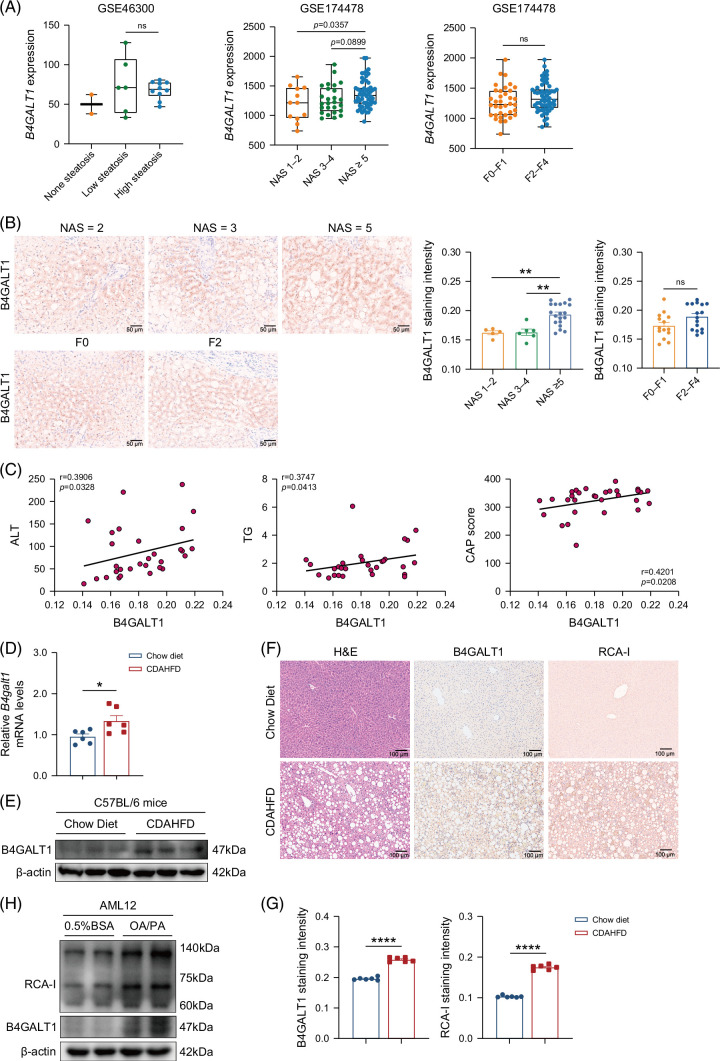
B4GALT1 is upregulated in patients with MASLD and a murine model of MASLD. (A) Relative *B4GALT1* mRNA levels of non-steatosis (n=2), low steatosis (n=6), and high steatosis (n=10) in GSE46300 and of NAS 1–2 (n=12), NAS 3–4 (n=26), NAS≥5 (n=56), F0–F1 (n=36), and F2–F4 (n=58) in GSE174478 datasets. Box and whisker plots display the median (horizontal bar), interquartile range (box limits), and 1.5×interquartile range (whiskers). (B) Representative immunohistochemistry (IHC) images and quantified staining intensity of B4GALT1 classified according to NAS and fibrosis stage in patients with MASLD (NAS 1–2, n=5; NAS 3–4, n=6; NAS≥5, n=19; F0–F1, n=14; F2–F4, n=16). Scale bars, 50 µm. (C) Correlation analysis of serum ALT, TG, and CAP score with B4GALT1 in human MASLD liver samples (n=30). (D) mRNA and (E) protein levels of B4GALT1 in the livers of C57BL/6 mice fed a chow diet or CDAHFD. (F) Representative IHC images of B4GALT1 and RCA-I in liver samples from the control and CDAHFD-fed mice. Scale bars, 100 µm. (G) Quantification of the staining intensity of B4GALT1 and RCA-I in (F) (n=6/group). (H) B4GALT1 and RCA-I protein levels in AML12 cells treated with 0.5% BSA or 0.5 mM FFA. Data are presented as mean ± SEM in (B), (D), and (G). For (A), (B), (D), and (G), significance was determined by the Student *t* test or the ANOVA (*p<0.05, **p<0.01, ****p<0.0001). Abbreviations: B4GALT1, β-1,4-galactosyltransferase 1; BSA, bovine serum albumin; CDAHFD, choline-deficient, L–amino acid–defined, high-fat diet; FFA, free fatty acids; MASLD, metabolic dysfunction–associated steatotic liver disease; NAS, NAFLD activity score; RCA-I, *Ricinus communis* agglutinin I.

### Hepatic *B4galt1* loss alleviates fatty degeneration and inflammation in MASLD mice

To discern a possible role of B4GALT1 in MASLD, *B4galt1* ^*hep−/−*^ and *B4galt1* ^*flox/flox*^ mice were fed a CDAHFD or a chow diet for 15 weeks (Figure 2A). Starting at 2 weeks, mice fed a CDAHFD showed decreased body weight compared with those fed a chow diet (Figure 2B). The CDAHFD challenge increased the liver-to-body weight ratio, an effect that was reversed by hepatocyte-specific *B4galt1* deletion (Figure 2B). However, the body weight did not differ significantly. ALT, AST, TG, and LDL levels were decreased in the serum and liver homogenates of *B4galt1* ^*hep−/−*^ mice, indicating substantial attenuation of hepatocellular injury and dysregulated lipid metabolism (Figures 2C, E). Analyses of frozen liver sections revealed a significant decrease in fat droplets (Figures 2F, H). Furthermore, *B4galt1* ^*hep−/−*^ mice exhibited lower NAS, reduced macrophage infiltration, and lower TNF-α and IL-6 levels (Figures 2D, F–H). However, histological analyses of liver sections stained with Sirius red and α-SMA revealed no significant changes in fibrosis (Figures 2F, H). Meanwhile, the expression levels of fibrosis-related genes (*Acta2*, *Col1a1*, *Tgfb1*) showed a decreasing trend, although the differences were not statistically significant (Supplemental Figure S2A, http://links.lww.com/HC9/C267). In the liver tissues of the *B4galt1* ^*hep−/−*^ CDAHFD group, the protein levels of fibrosis-related markers α-SMA and MMP9 were not significantly different from those in the *B4galt1* ^*flox/flox*^ CDAHFD group (Supplemental Figure S2B, http://links.lww.com/HC9/C267). In summary, hepatic *B4galt1* knockout alleviated liver steatosis and inflammation in MASLD mice but failed to ameliorate fibrosis.

**FIGURE 2:**
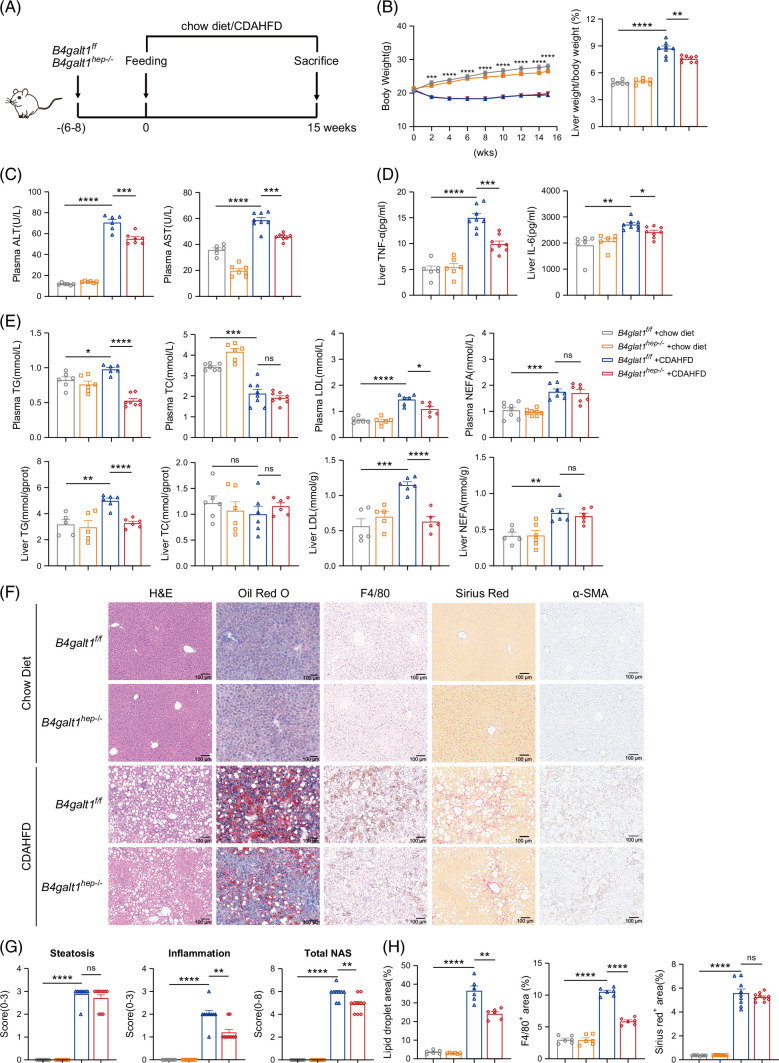
Hepatic loss of B4galt1 alleviates fatty degeneration and inflammation in MASLD mice. (A) Schematic diagram of a murine model fed a chow diet or CDAHFD. (B) Body weight (n=8–10/group) and liver weight/body weight (%) (n=6–8/group) were measured in *B4galt1* ^*flox/flox*^ and *B4galt1* ^*hep−/−*^ mice fed a chow diet or CDAHFD. (C) Serum levels of ALT and AST were measured (n=6–8/group). (D) Levels of TNF-α and IL-6 in the liver tissues were detected using ELISA (n=6–8/group). (E) Serum and hepatic levels of TG, TC, LDL, and NEFA were tested (n=5–8/group). (F) Sections of paraffin-embedded liver tissue were subjected to H&E, Sirius red staining, and immunohistochemical staining for α-SMA and F4/80. Frozen sections were stained with Oil Red O. Scale bars, 100 µm. (G) Steatosis, lobular inflammation scores, and total NAS for each group (n=8–10/group). (H) Quantification of Oil Red O, F4/80, and Sirius red staining. Data are presented as mean ± SEM (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001; ANOVA). Abbreviations: B4GALT1, β-1,4-galactosyltransferase 1; CDAHFD, choline-deficient, L–amino acid–defined, high-fat diet; ELISA, enzyme-linked immunosorbent assay; H&E, hematoxylin and eosin; MASLD, metabolic dysfunction–associated steatotic liver disease; NAS, NAFLD activity score.

### Transcriptomic analyses confirmed that B4GALT1 loss mitigates hepatic lipid accumulation

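Liver RNA was sequenced from 4 *B4galt1* flox/flox mice and 3 mice labelled *B4galt1* hep-/-, all fed the CDAHFD, a choline-deficient diet that brings on steatohepatitis in mice, for 15 weeks, with 1 library per mouse. *B4galt1* flox/flox mice carry *B4galt1* flanked by recombination sites and serve as controls, and in *B4galt1* hep-/- mice a Cre recombinase under the albumin promoter removes the gene from hepatocytes. Libraries from chow-fed mice were not analysed here. The authors deposited the count of each of 23347 genes in each mouse, without normalization, together with FPKM values, which equal the count divided by the gene's length and by the library's total count. The paper's text does not name the aligner, the genome build or the annotation behind the counts. Total counts were 38070197, 39668509, 39549258 and 37838654 in *B4galt1* flox/flox replicates 1 to 4. In replicates 1 to 3 labelled *B4galt1* hep-/- they were 34075819, 30608271 and 34586588, so that every library of that group was smaller than every *B4galt1* flox/flox library. Counts were normalized by edgeR's TMM method, which scales libraries on genes without extreme changes, and 15179 genes with enough counts were tested with edgeR's quasi-likelihood method. The thresholds were an adjusted p-value under 0.05 with Benjamini-Hochberg adjustment and an absolute log2 fold change over 0.58. Mitochondrially encoded transcripts took 5.79% ± 1.70 (SD, n = 4) of the counts in *B4galt1* flox/flox livers and 19.7% ± 4.58 (SD, n = 3) in livers labelled *B4galt1* hep-/-, and FPKM divides by a total that includes them. The common biological coefficient of variation between mice of a group was 0.301. Each of the 21 pairs of libraries differed by more than sampling noise, with a chi-square of at least 60.7 per gene, so none is a copy of another. That each comes from a separate mouse rests on the labels. The first principal component carried 47.8% of the variance and ran from -58.6 to -14.5 over the *B4galt1* flox/flox livers and from 28.6 to 86.4 over the livers labelled *B4galt1* hep-/-.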

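*B4galt1* itself (NCBI gene 14595, on chromosome 4 of GRCm38) was measured at 50.6 ± 2.01 CPM (SD, n = 4) in *B4galt1* flox/flox livers. The livers labelled *B4galt1* hep-/- gave 28.4 CPM in replicate 1, 23.9 CPM in replicate 2 and 53.7 CPM in replicate 3, and the last of these exceeded all *B4galt1* flox/flox livers. The log2 fold change over the group was -0.52 (standard error 0.26, adjusted p = 0.181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the threshold. A two-sided exact permutation test of the 4 mice against the 3 gave p = 0.143. Of the alternatives tried, leaving out replicate 3 labelled *B4galt1* hep-/- moved the log2 fold change most, to -0.96. *B4galt1* passed the threshold in that fit, and also on log2(FPKM + 1) (-0.67) and log2(FPKM + 0.1) (-0.73) over genes with FPKM of at least 1. It passed in no other alternative. Counts summed over a gene and over all cells of the liver cannot show whether an exon was removed in hepatocytes, so the libraries are named by their labels, and every direction given for *B4galt1* hep-/- mice is that of the libraries carrying this label.

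**Figure D1:**
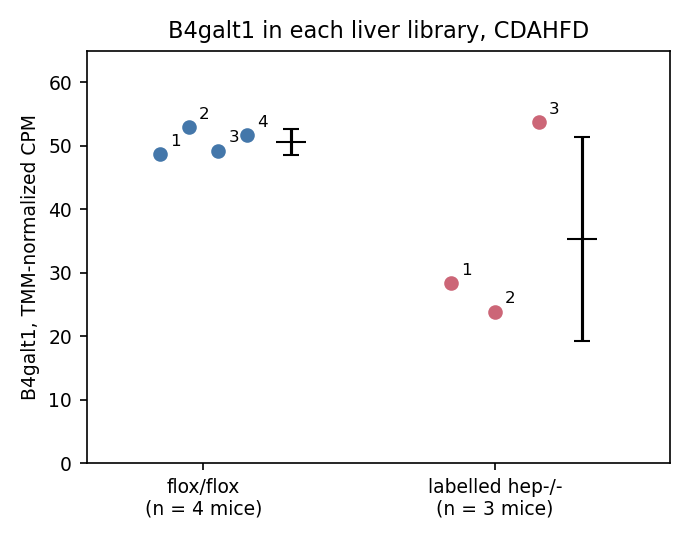
*B4galt1* in each liver library as TMM-normalized CPM on a linear axis that starts at 0, with each point a mouse marked by its replicate number, and the bar and whiskers beside each group its mean ± SD (n = 4 and n = 3 mice). Replicates 1 and 2 labelled *B4galt1* hep-/- sit at 28.4 and 23.9 CPM, below all *B4galt1* flox/flox mice, and replicate 3 sits at 53.7 CPM, above them.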

To delineate the role of hepatocyte-specific B4GALT1 loss in MASLD progression, RNA-seq analysis was performed on liver specimens from *B4galt1* ^*hep−/−*^ and *B4galt1* ^*flox/flox*^ mice subjected to a 15-week dietary regimen of standard chow or CDAHFD. Gene Ontology analysis indicated that lipid metabolic processes were remarkably downregulated in *B4galt1* ^*hep−/−*^ mice fed a CDAHFD (Figure 3A). 

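Gene Ontology terms were not used here. In their place, Reactome pathways were tested by a one-sided hypergeometric test among the genes called lower in the libraries labelled *B4galt1* hep-/-. Of the 515 lower genes that belong to any Reactome pathway, 90 belonged to the metabolism of lipids and lipoproteins, which is 17.5%. Among all 4992 tested genes in any pathway the share was 8.85%, so lipid metabolism was 1.97-fold over the background (adjusted p = 2.6e-08 from the hypergeometric test with Benjamini-Hochberg adjustment over 873 pathways). It had the lowest p of all pathways tested. Besides it, 6 pathways passed the threshold among lower genes, namely the metabolism of carbohydrates with 48 genes, glucose metabolism with 22, gluconeogenesis with 13, biotin transport and metabolism with 7, mitochondrial fatty acid β-oxidation with 8, and fatty acid, triacylglycerol and ketone body metabolism with 21. Of the 310 higher genes in a pathway, 20 belonged to lipid metabolism, or 6.45%, below the background share. Among higher genes, 14 pathways passed the threshold. They included transcription with 27 genes (adjusted p = 0.000343 from the same test) and mRNA splicing with 17 genes (adjusted p = 0.0363). Respiratory electron transport, with 15 genes, was another (adjusted p = 0.0101 from the same test). Of the 13 mitochondrially encoded genes 12 were called higher, and how many of them are among these 15 was not counted. The test among higher genes was not repeated without them, so this result may not be separate from the mitochondrial share. The alternative that moved the lipid share most was to count it over all lower genes, in a Reactome pathway or not, which gave 7.57%, still past the threshold. These p-values treat genes as independent, and the direction rests on the *B4galt1* hep-/- label that *B4galt1* itself does not separate.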

Gene Set Enrichment Analysis (GSEA) revealed that the lipid biosynthetic process was prominently downregulated in *B4galt1* ^*hep−/−*^ mice fed a CDAHFD (Figure 3C). 

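GSEA orders all genes by the signal-to-noise ratio, the difference between the group means divided by the sum of the SDs, and asks whether the genes of a list gather at one end of that order. A list of 53 lipid biosynthesis genes stood in for the Gene Ontology term. Its normalized enrichment score (NES) was -2.15 (adjusted p = 0.00127 from fgsea with 10000 permutations of genes and Benjamini-Hochberg adjustment over 25 lists, where the smallest raw p possible is about 0.0002), a shift towards lower expression in the libraries labelled *B4galt1* hep-/-. Counts of 44 of the 53 genes were lower, with a median log2 fold change of -0.53, and 16 genes were called lower and 1 higher, or 22 in all with adjustment over the list alone. Averaged over the list, log2 CPM was 6.19 ± 0.13 (SD, n = 4) in *B4galt1* flox/flox livers and 5.71 ± 0.36 (SD, n = 3) in livers labelled *B4galt1* hep-/-. All 3 of the latter lay below every *B4galt1* flox/flox liver (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 3 allow). The unweighted score moved the NES most, to -3.38. Permuting the mice instead of the genes is stricter, because genes of a pathway vary together, and 11 of the 35 ways to split the 7 mice gave an enrichment score as far from 0 (exact p = 0.314). The paper proposes that hepatic loss of B4GALT1 relieves lipid deposition by suppressing lipogenic genes. It bases this on the lower lipid gene sets, qPCR and immunoblots of *Srebf1* and *Acsl4*, and knockdown in AML12 cells. Its Discussion adds that genes of fatty acid oxidation and lipid transport showed no significant change.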

Independent qPCR and immunoblot analyses validated that hepatic deletion of *B4galt1* (*B4galt1* ^*hep−/−*^ mice) elicited marked downregulation of *Srebf1* and *Acsl4*, 2 genes previously identified in the dataset (Figures 3D, E). 

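For fatty acid β-oxidation, a list of 32 genes of the mitochondrial and peroxisomal pathway had an NES of -2.50 in the libraries labelled *B4galt1* hep-/- (adjusted p = 0.00127 from fgsea with Benjamini-Hochberg adjustment). Of these genes 28 were lower, 11 of them past the threshold (13 with adjustment over the list alone), and none was called higher. The list's mean log2 CPM was 8.63 ± 0.16 (SD, n = 4) in *B4galt1* flox/flox livers against 7.96 ± 0.37 (SD, n = 3), without overlap between the groups (two-sided exact permutation test, p = 0.0286). Among the 35 splits of the mice, 3 gave a score as far from 0 (exact p = 0.0857). *Ehhadh*, an enzyme of peroxisomal β-oxidation (NCBI gene 74147), had 1707 ± 272 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 538 ± 176 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-. Its log2 fold change was -1.66 (standard error 0.28, adjusted p = 0.00572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cpt1a*, which carries fatty acids into mitochondria (NCBI gene 12894), was at 1006 ± 68.1 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 551 ± 126 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-, a log2 fold change of -0.87 (standard error 0.22, adjusted p = 0.0254 from the same test), and lost the call in 3 of the 7 fits that each left out a mouse. *Acadm* and *Cpt2* did not pass the threshold. Their log2 fold changes were -0.47 for *Acadm* (adjusted p = 0.255 from the same test), which replicate 1 of the *B4galt1* flox/flox mice set apart at 461 CPM, and -0.18 for *Cpt2* (adjusted p = 0.598). Of the transport genes, the fatty acid translocase *Cd36* had a log2 fold change of -1.32 (standard error 0.27, adjusted p = 0.0112 from the same test). The binding protein *Fabp1* had one of 0.03 (standard error 0.31, adjusted p = 0.954), whose sign changed with the processing. A list of 29 lipid transport genes did not pass, with an NES of -1.43 (adjusted p = 0.108 from fgsea with Benjamini-Hochberg adjustment). Of these 18 were lower and 11 higher, with 7 called lower and 2 called higher.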

Besides lipid biosynthesis, lipid deposition is also affected by fatty acid oxidation and transport, and GSEA revealed a coordinated downregulation of the fatty acid β-oxidation gene set (Figure 3F). However, relative gene expression of fatty acid β-oxidation and transport verified by qPCR showed no statistically significant difference (Figure 3G).

**FIGURE 3:**
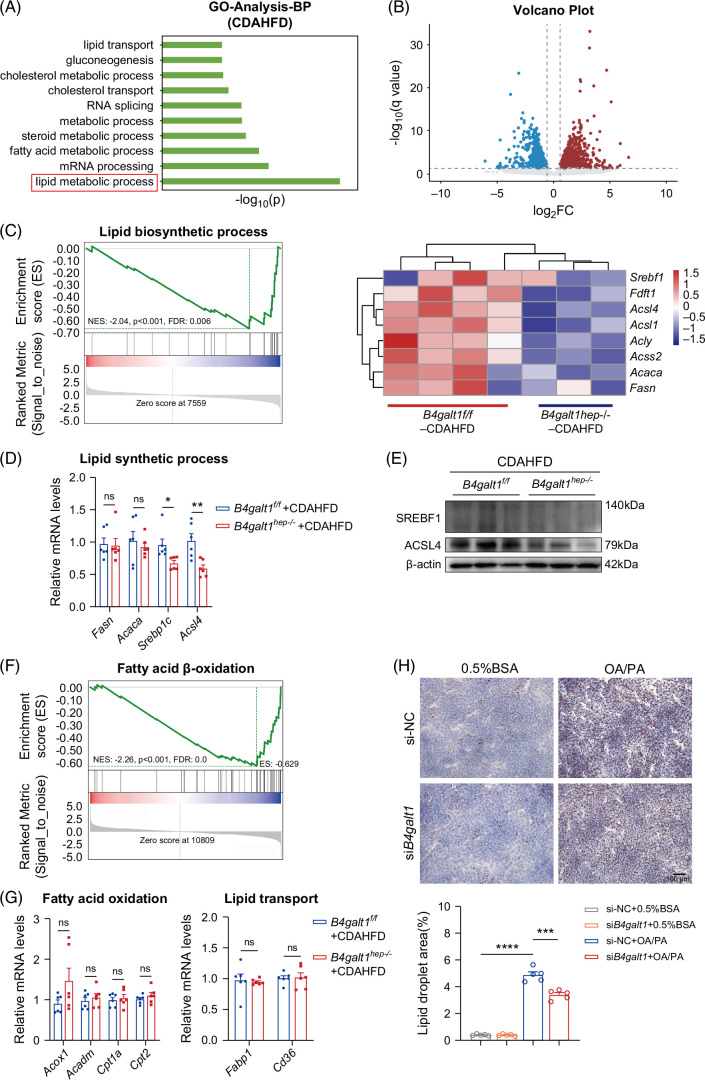
Loss of B4GALT1 mitigates hepatic lipid accumulation according to transcriptome analyses. RNA sequencing was performed on the livers of *B4galt1* ^*flox/flox*^ (n=4) and *B4galt1* ^*hep−/−*^ (n=3) mice fed the CDAHFD. (A) Gene Ontology analysis of RNA-sequencing results in the liver of *B4galt1* ^*flox/flox*^ and *B4galt1* ^*hep−/−*^ mice. (B) Volcano plot depiction of significantly upregulated and downregulated genes. (C) Gene Set Enrichment Analysis plot (left) of enrichment in the lipidsynthetic process signature; heatmap (right) of significantly downregulated target genes. Quantitative PCR (D) and immunoblot (E) analysis of lipidsynthetic-related genes or protein expression in liver samples from CDAHFD-fed mice. (F) Gene Set Enrichment Analysis plot of enrichment in the fatty acid β-oxidation signature. (G) Quantitative PCR analysis of hepatic mRNA expression involved in fatty acid oxidation and lipid transport. (H) Representative images and quantitative analysis of Oil Red O staining in si-NC and si*B4galt1* cells treated with 0.5% BSA or FFA (0.5 mM) for 24 hours. Scale bar, 100 µm. Data are presented as mean ± SEM. For (D) and (G), significance was determined by the Student *t* test. For (H), significance was determined by the ANOVA (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Abbreviations: B4GALT1, β-1,4-galactosyltransferase 1; BSA, bovine serum albumin; CDAHFD, choline-deficient, L–amino acid–defined, high-fat diet; FFA, free fatty acids.

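With edgeR, 2404 genes were called between the livers labelled *B4galt1* hep-/- and the *B4galt1* flox/flox livers, 1189 lower and 1215 higher. Dropping the fold change threshold gave 2427 genes. The values of 4342 genes did not overlap between the groups, which is 28.6% of the genes tested, where 5.71% would do so by chance, and 2282 of the called genes were among them. The alternative that moved the count most was to leave out *B4galt1* flox/flox replicate 2, which gave 885 genes. The balance of directions differed on FPKM, where scaling, test and filter all change. With limma on log2(FPKM + 1), 1733 genes were lower and 561 higher, or 24.5% higher against 50.5% with TMM normalization, and the median log2 fold change of the same genes shifted by -0.12. With RLE or upper-quartile normalization of the counts, 51.9% and 52.8% of calls were higher. Among genes at or above the median expression whose groups did not overlap, the largest decreases were in *Ugt1a1* (-3.26), *Ugt1a6b* (-3.12), *Gna12* (-3.09), *Idi1* (-2.90) and *Cyp4a12a* (-2.85), given as log2 fold changes. *Gna12*, the α subunit of a G protein (NCBI gene 14673), had 52.7 ± 13.8 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 6.21 ± 1.41 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/- (standard error 0.28, adjusted p = 0.000493 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values of *Ugt1a1* and *Ugt1a6b* are uncertain because these genes share exons, as is that of *Cyp4a12a* because of its near copy *Cyp4a12b*. The largest increases were in *Sult2a2* (4.40), *Myom1* (3.22), *Akr1c18* (3.14), *Cyp2a4* (3.01) and the mitochondrially encoded *ATP6* (2.48), of which *Sult2a2*, *Akr1c18* and *Cyp2a4* belong to families of near copies. *Myom1* (NCBI gene 17929) had 3.46 ± 0.710 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 32.3 ± 5.24 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/- (standard error 0.23, adjusted p = 0.000140 from the same test). All 10 genes were called in each fit that left out a mouse.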

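The 8 lipid synthesis genes of the heatmap in Figure 3C were all lower in the libraries labelled *B4galt1* hep-/-, and 4 were past the threshold. *Acly*, which makes cytosolic acetyl-CoA (NCBI gene 104112), had 78.4 ± 16.8 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 38.2 ± 11.2 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-, a log2 fold change of -1.04 (standard error 0.24, adjusted p = 0.0180 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Acss2* (NCBI gene 60525) fell from 46.1 ± 3.60 CPM (SD, n = 4) to 23.7 ± 4.42 CPM (SD, n = 3), with an adjusted p of 0.00890 from the same test. *Fdft1* had a log2 fold change of -0.82 (standard error 0.24, adjusted p = 0.0401) and lost the call in 5 of the 7 fits that left out a mouse, whereas *Acly* and *Acss2* kept it in all of them. *Acsl4* had the largest decrease of the 8. The other 4 genes did not pass. *Acsl1* had a log2 fold change of -0.58 (adjusted p = 0.0925 from the same test), *Acaca* -0.46 (adjusted p = 0.125) and *Fasn* -0.35 (adjusted p = 0.404). *Srebf1* (NCBI gene 20787, on chromosome 11) had 37.9 ± 9.23 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 34.5 ± 3.15 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-, a log2 fold change of -0.13 (standard error 0.22, adjusted p = 0.702), smaller than the spread between mice of a group, and a two-sided exact permutation test gave p = 0.771. In *B4galt1* flox/flox livers a single mouse lay far below the others for these genes, replicate 3 for *Srebf1* at 24.2 CPM and replicate 4 for *Acaca* at 18.3 CPM and for *Fasn* at 27.5 CPM. When p-values were adjusted over the 8 genes alone, 5 passed. The authors show these 8 genes for the same livers, so that count is descriptive.

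**Figure D2:**
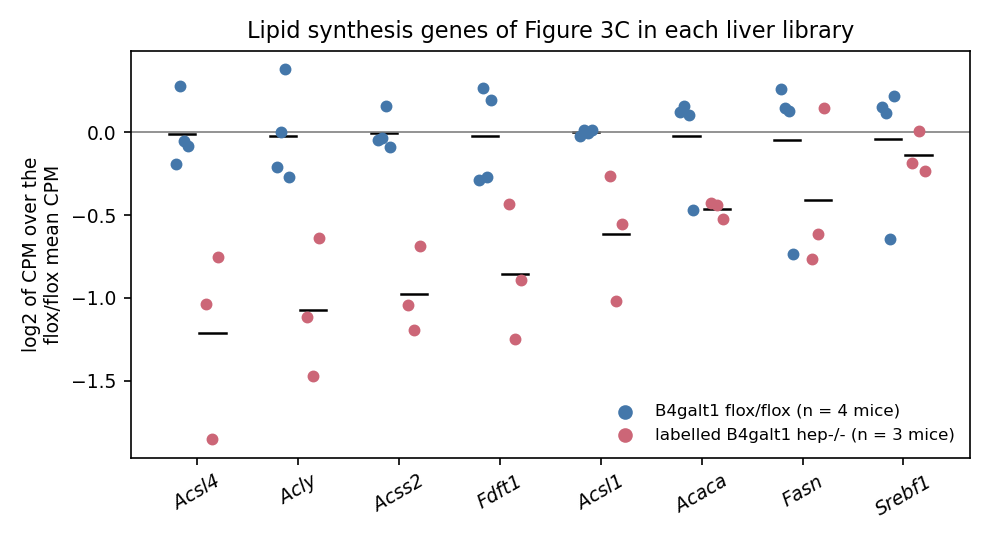
Expression of the 8 genes in each mouse as log2 of its CPM over the mean CPM of the *B4galt1* flox/flox mice, with points for 4 *B4galt1* flox/flox mice and 3 mice labelled *B4galt1* hep-/-, and bars at the group means on the log2 scale. The groups do not overlap for *Acsl4*, *Acly*, *Acss2*, *Fdft1* and *Acsl1*, and they overlap for *Acaca*, *Fasn* and *Srebf1*.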

To delineate the hepatocyte-intrinsic role of B4galt1 in lipid accumulation, AML12 cells were transfected with B4galt1-targeting small interfering RNA (si*B4galt1*) to achieve efficient gene silencing before steatosis challenge. We found that si*B4galt1* attenuated the accumulation of lipid droplets compared with that in the control group with FFA intervention (Figure 3H). Overall, our findings indicate that hepatic B4GALT1 loss relieves lipid deposition by suppressing lipogenic gene expression.

### B4GALT1 genetic modulation orchestrates lipid–induced hepatocyte ferroptosis in experimental models

Previous studies have suggested that B4GALT1 regulates lipid metabolism in MASLD by inhibiting the expression of lipidsynthetic genes. ACSL4 also plays an important role in ferroptosis mediated by lipid peroxidation. Therefore, we further explored whether B4GALT1 is involved in ferroptosis in MASLD. Transmission electron microscopy revealed that the livers from CDAHFD-fed mice displayed extensive mitochondrial damage (manifested as markedly condensed or swollen organelles, disrupted cristae, and compromised membrane integrity), whereas *B4galt1* deficiency substantially mitigated these ultrastructural defects (Figure 4A). Furthermore, GSEA revealed that ferroptosis was prominently downregulated in *B4galt1* ^*hep−/−*^ mice fed a CDAHFD (Figure 4B). In contrast to the reduced expression of *Acsl4* in *B4galt1* ^*hep−/−*^ mice, no significant differences in the expression of genes related to iron metabolism (*Tfr*, *Fth1*) were observed in *B4galt1* ^*hep−/−*^ mice (Figure 4C). In addition, liver glutathione (GSH), glutathione disulfide (GSSG), malondialdehyde (MDA), and total iron concentrations were measured to evaluate lipid peroxidation and iron overload. 

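A list of 37 ferroptosis genes, of iron handling, glutathione and lipid peroxidation, had an NES of -1.87 in the libraries labelled *B4galt1* hep-/- (adjusted p = 0.00577 from fgsea with Benjamini-Hochberg adjustment). Single genes changed less than in the lipid lists. Of the 37, 28 were lower, but 3 were called lower and 1, *Tfrc*, was called higher, and adjustment over the list alone left the total at 4. Mean log2 CPM over the list was 6.56 ± 0.13 (SD, n = 4) in *B4galt1* flox/flox livers and 6.22 ± 0.24 (SD, n = 3) in the others, and the groups overlapped (two-sided exact permutation test, p = 0.0857). Without replicate 2 labelled *B4galt1* hep-/- the NES was -1.53 and its adjusted p, from the same fgsea test, rose to 0.0538, while the other 6 fits that left out a mouse stayed past the threshold. When the mice were permuted, 11 of the 35 splits reached as large a score (exact p = 0.314). From its GSEA, electron microscopy and lipid peroxidation assays in liver, and from AML12 cells with *B4galt1* knocked down or overexpressed, also with a ferroptosis inducer or inhibitor, the paper writes of support for a protective role of B4GALT1 deficiency against lipid peroxidation in hepatocytes.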

Our results indicate that B4GALT1 deletion alleviated CDAHFD-induced lipid peroxidation, as evidenced by GSH/GSSG ratio and MDA levels (Figure 4E). Next, hepatic total iron concentrations were elevated following CDAHFD treatment, although the difference in iron content between *B4galt1* ^*hep−/−*^ and *B4galt1* ^*flox/flox*^ mice was not statistically significant under CDAHFD exposure (Supplemental Figure S3A, http://links.lww.com/HC9/C267).

**FIGURE 4:**
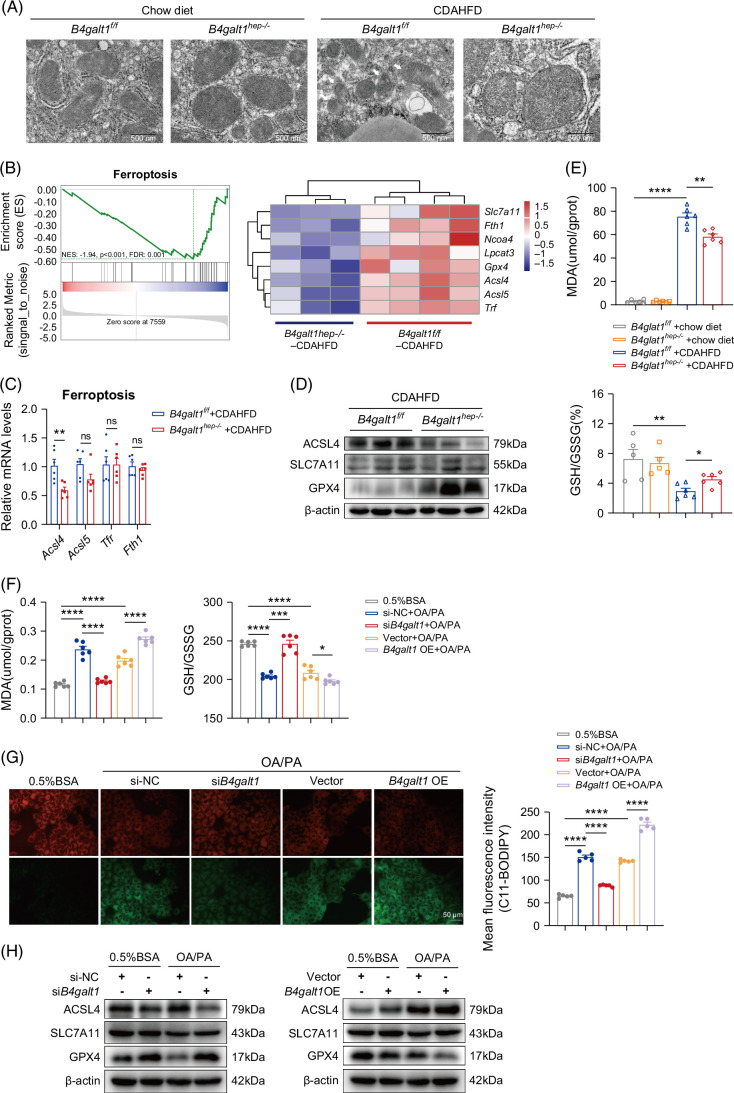
B4GALT1 genetic modulation orchestrates lipid–induced hepatocyte ferroptosis in experimental models. (A) Representative TEM images of the murine model. White arrowheads denote damaged mitochondria (shrunken or inflated mitochondria, reduced number of mitochondrial cristae, and destroyed mitochondrial membrane). Scale bars, 500 nm. (B) Gene Set Enrichment Analysis plot (left) of enrichment in the ferroptosis signature; heatmap (right) of key genes. Quantitative PCR (C) and immunoblot (D) analysis of ferroptosis-related genes or protein expression in liver samples from CDAHFD-fed mice. (E) Level of MDA (n=6/group) and ratio of GSH to GSSG (n=5–6/group) in *B4galt1* ^*flox/flox*^ and *B4galt1* ^*hep−/−*^ mice fed a chow diet or CDAHFD. (F–H) AML12 cells were transfected with si-NC or *B4galt1* siRNA, and vector or *B4galt1* overexpressed (OE) plasmid for 48 hours, and then treated with 0.5% BSA or FFA (0.5 mM) for 24 hours. (F) Level of MDA and ratio of GSH to GSSG (n=6/group). (G) Representative images of C11-BODIPY staining and quantified mean fluorescence intensity of C11-BODIPY images (n=5/group). Scale bar, 50 µm. (H) Immunoblots analysis of ACSL4, SLC7A11, and GPX4. Data are presented as mean ± SEM. For (C), significance was determined by the Student *t* test. For (E), (F), and (G), significance was determined by the ANOVA (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Abbreviations: B4GALT1, β-1,4-galactosyltransferase 1; BSA, bovine serum albumin; CDAHFD, choline-deficient, L–amino acid–defined, high-fat diet; FFA, free fatty acids; GSH, glutathione; GSSG, glutathione disulfide; MDA, malondialdehyde.

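The heatmap of Figure 4B holds 8 ferroptosis genes, and all 8 were lower in the libraries labelled *B4galt1* hep-/-. Besides *Acsl4*, *Ncoa4* passed the threshold, a cargo receptor for the breakdown of ferritin (NCBI gene 27057). It had 64.4 ± 27.7 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 21.9 ± 12.5 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-, a log2 fold change of -1.55 (standard error 0.39, adjusted p = 0.0239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lost the call in 4 of the 7 fits that left out a mouse. *Acsl5* had -0.76 (standard error 0.25, adjusted p = 0.0617 from the same test) and was called with DESeq2. *Slc7a11*, the cystine transporter, was low in all livers at 5.09 ± 1.38 CPM (SD, n = 4) and 2.94 ± 0.237 CPM (SD, n = 3), with an adjusted p of 0.0948. The log2 fold changes of *Fth1*, *Trf*, *Lpcat3* and *Gpx4* were -0.53, -0.50, -0.42 and -0.38, with adjusted p-values of 0.126, 0.239, 0.131 and 0.313 from the same test, and their differences did not pass. *Gpx4* ranged from 297 to 483 CPM over the *B4galt1* flox/flox livers and from 219 to 375 CPM over the others, so the groups overlapped. With adjustment over the 8 genes alone, 4 passed, a descriptive count because the authors show these genes for the same livers.

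**Figure D3:**
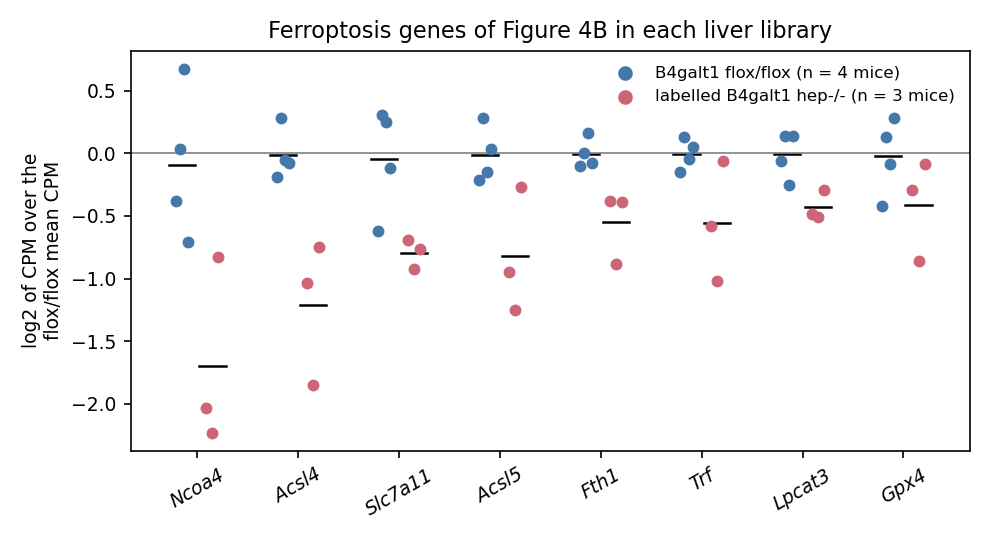
The 8 ferroptosis genes in each mouse as log2 of CPM over the *B4galt1* flox/flox mean CPM, with points for 4 *B4galt1* flox/flox mice and 3 mice labelled *B4galt1* hep-/-, and bars at the group means on the log2 scale. *Ncoa4* and *Acsl4* show the largest decreases, and the groups overlap for *Gpx4* and *Trf*.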

To further examine the effect of B4GALT1 on ferroptosis in MASLD in vitro, we overexpressed *B4galt1* (*B4galt1* OE) and knocked down *B4galt1* (si*B4galt1*) in mouse AML12 hepatocytes as described previously. In AML12 hepatocytes, FFA overload evoked lipid peroxidation, as evidenced by decreased GSH/GSSG, elevated MDA, and intensified C11-BODIPY fluorescence; these disturbances were reversed upon *B4galt1* knockdown (si*B4galt1*) (Figures 4F, G). FFA exposure differentially modulated ferroptosis regulators with significant downregulation of GPX4 and SLC7A11 and upregulation of ACSL4. Ablation of *B4galt1* downregulated ACSL4 and upregulated GPX4 (Figure 4H). As expected, *B4galt1* overexpression aggravated hepatocyte ferroptosis (downregulating GPX4 and upregulating ACSL4) with severe lipid peroxidation (GSH/GSSG, MDA, and C11-BODIPY fluorescence intensity). To discern the effect of FFA challenge on iron metabolism, intracellular Fe^2+^ levels in hepatocytes were examined using the FerroOrange fluorescent probe. However, the results demonstrated no significant alterations in Fe^2+^ concentrations despite *B4galt1* mRNA level variations (Supplemental Figures S3B, C, http://links.lww.com/HC9/C267).

To decipher whether the protective effect of *B4galt1* silencing against FFA-evoked steatosis was mediated through ferroptosis, AML12 hepatocytes were treated with the ferroptosis inducer RSL3 (5 μM, 24 h) following *B4galt1* knockdown. Inducing ferroptosis with RSL3 reversed the protective effects of *B4galt1* knockdown, restoring high levels of lipid peroxidation in FFA-treated AML12 cells (Supplemental Figures S4A–D, http://links.lww.com/HC9/C267). Conversely, the ferroptosis-specific inhibitor Fer-1 significantly alleviated the aggravated lipid peroxidation evoked by *B4galt1* overexpression in steatotic hepatocytes (Supplemental Figures S5A–D, http://links.lww.com/HC9/C267). Taken together, these results support the protective role of B4GALT1 deficiency against high-fat–induced hepatocyte lipid peroxidation.

### B4GALT1 deficiency inhibits lipid peroxidation through a PPARγ/ACSL4**-**dependent mechanism

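In the liver transcriptomes, *Acsl4* (NCBI gene 50790, on chromosome X of GRCm38) encodes the acyl-CoA synthetase that activates polyunsaturated fatty acids. It had 109 ± 16.0 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 49.5 ± 17.6 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-, and every mouse of the latter group was below every *B4galt1* flox/flox mouse (two-sided exact permutation test, p = 0.0286). The log2 fold change was -1.14 (standard error 0.26, adjusted p = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called under every alternative tried, with log2 fold changes from -1.40 to -0.89. Replicate 3, in which *B4galt1* was not reduced, had 64.9 CPM, the highest *Acsl4* value of the 3 mice labelled *B4galt1* hep-/-. By signal-to-noise ratio, which was -1.51, *Acsl4* was gene 431 from the lowest of 15179, with 2.83% of genes ranked below it. In the ferroptosis list it was the gene with rank 2 from the lowest and belonged to the 20 genes of the leading edge, the part of a list that makes up the enrichment score. Within lipid biosynthesis it had rank 4 of the list and belonged to a leading edge of 29 genes. The list of fatty acid β-oxidation does not include it. A list of macrophage genes was lower as well, with a median log2 fold change of -0.63, so the cell type behind the change in *Acsl4* is not resolved by counts from whole liver.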

Since transcriptome GSEA of liver tissues showed that ACSL4 is associated with ferroptosis and fatty acid metabolism, we hypothesized that B4GALT1 affects the lipid peroxidation level of hepatocytes via ACSL4. *Acsl4* was overexpressed in hepatocytes with *B4galt1* knockdown to verify the above hypothesis. Lipid reactive oxygen species (ROS) and MDA levels decreased in FFA-induced AML12 cells after *B4galt1* knockdown, whereas *Acsl4* overexpression reverted lipid ROS and MDA levels in cells of the si*B4galt1* group (Figures 5A–C). These data revealed that Acsl4 overexpression partially reversed the hepatoprotective effects of B4galt1 deficiency against FFA-induced lipid ROS.

**FIGURE 5:**
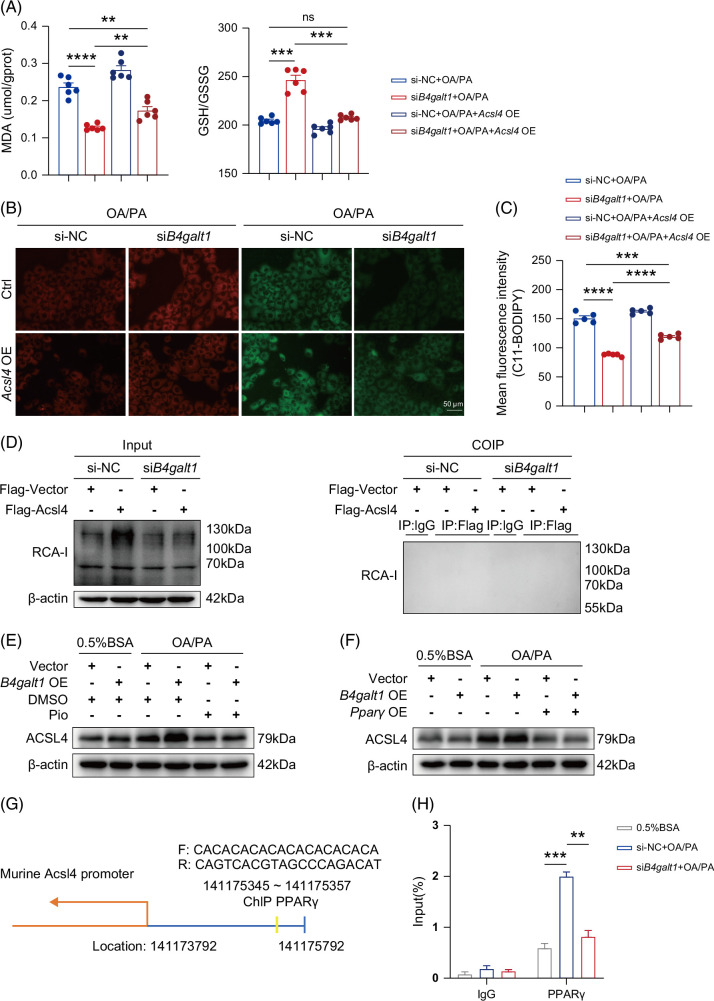
B4GALT1 deficiency suppresses lipid peroxidation via a PPARγ/ACSL4-dependent mechanism. (A–C) AML12 cells were co-transfected with si-NC or *B4galt1* siRNA combined with vector or *Acsl4* overexpressed (OE) plasmid for 48 hours and then exposed to FFA (0.5 mM) for 24 hours. (A) Level of MDA and ratio of GSH to GSSG (n=6/group). (B) Representative images of C11-BODIPY staining. Scale bar, 50 µm. (C) Quantified mean fluorescence intensity of C11-BODIPY images (n=5/group). (D) Immunoblot analysis and ACSL4 immunoprecipitation analysis evaluating RCA-I in AML12 cells. (E) Immunoblot analysis of ACSL4 in AML12 cells transfected with vector or *B4galt1* OE for 48 hours prior to exposure to 0.5% BSA or FFA together with DMSO or pioglitazone (10 μm) for 24 hours. (F) Immunoblot analysis of ACSL4 in AML12 cells co-transfected with vector or *B4galt1* OE combined with *Acsl4* OE plasmid for 48 hours prior to exposure to 0.5% BSA or FFA for 24 hours. (G) Prediction of PPARγ binding sites to the *Acsl4* promoter in the Jaspar database and the corresponding primer sequences. (H) Chromatin immunoprecipitation assays were performed in AML12 cells transfected with si-NC or *B4galt1* siRNA prior to exposure to 0.5% BSA or FFA using antibodies against PPARγ and IgG. Data are presented as mean ± SEM. For (A), (C), and (H), significance was determined by the ANOVA (**p<0.01, ***p<0.001, ****p<0.0001). Abbreviations: ACSL4, acyl-CoA synthetase long chain family member 4; B4GALT1, β-1,4-galactosyltransferase 1; BSA, bovine serum albumin; FFA, free fatty acids; PPARγ, peroxisome proliferator-activated receptor gamma; RCA-I, *Ricinus communis* agglutinin I.

The activity and function of ACSL4 are regulated at the transcriptional, post-transcriptional, and post-translational levels.^29^ Since B4GALT1 exerts its biological functions primarily by mediating N-glycosylation, we investigated whether it regulates the expression of ACSL4 through N-glycosylation. To study the changes in the β-1,4-galactosylation level of ACSL4 under FFA intervention, an immunoprecipitation experiment of ACSL4 was carried out in AML12 hepatocytes, and the β-1,4-galactosylation level was detected by RCA-I. The results showed that β-1,4-galactosylation of ACSL4 was not detected, suggesting an indirect role for B4GALT1 in regulating ACSL4 (Figure 5D).

Previous studies demonstrated that activation of PPARγ could inhibit the expression and activity of ACSL4, and alleviate radiation-induced intestinal ferroptosis by suppressing ACSL4.^28^,^42^ The *ACSL4* gene contains numerous transcription factorbinding sites including PPAR.^29^ Considering the aforementioned studies, we speculated that B4GALT1 regulates the transcriptional level of ACSL4 through PPARγ, thereby influencing lipid peroxidation in hepatocytes. Western blot analysis revealed that pioglitazone (PPARγ agonist) or *Pparγ* overexpression reversed the changes in ACSL4 protein levels caused by *B4galt1* overexpression under high-fat conditions (Figures 5E, F). This finding denoted that PPARγ might be involved in the regulation of ACSL4 expression by B4GALT1 in FFA-induced hepatocytes.

Due to the role of PPARγ as a transcription factor, we confirmed the potential interaction between PPARγ and the *ACSL4* gene promoter regions in human and mouse genomes using the UCSC Genome Browser. Furthermore, we identified potential PPARγ binding sites within the *Acsl4* promoter region using the JASPAR database (Figure 5G). ChIP-qPCR analysis of hepatocytes indicated that FFA promoted the interaction between PPARγ and the promoter region of the *Acsl4* gene, whereas *B4galt1* knockdown dampened this interaction (Figure 5H).

Taken together, these data demonstrate that B4GALT1 modulated the transcriptional level of ACSL4 via PPARγ, thereby affecting FFA-induced lipid peroxidation levels in hepatocytes.

### B4GALT1 interacts with PPARγ and regulates the protein stability of PPARγ through N-glycosylation to affect lipid peroxidation in MASLD

Previous results suggested that B4GALT1 modulates ACSL4 expression via PPARγ under high-fat conditions. However, the mechanism underlying B4GALT1-mediated regulation of PPARγ remains unclear. Thus, we analyzed PPARγ expression in *B4galt1*-overexpressing cells or knockdown cells in the presence or absence of FFA treatment. *B4galt1* overexpression suppressed FFA-induced PPARγ upregulation in AML12 cells, whereas *B4galt1* knockdown enhanced PPARγ expression (Figure 6A). Otherwise, western blot analysis revealed that PPARγ was significantly upregulated in the liver of *B4galt1* ^*hep−/−*^ mice (Figure 6B). Thus, B4galt1 deficiency upregulated PPARγ expression in the MASLD model. We then performed a co-immunoprecipitation experiment with B4GALT1 or PPARγ antibody using AML12/293T cells, which indicated that B4GALT1 interacted with PPARγ in AML12/293T cells (Figure 6D; Supplemental Figure S6A, http://links.lww.com/HC9/C267). Furthermore, cycloheximide chase assays indicated that *B4galt1* knockdown significantly enhanced the protein stability of PPARγ, whereas *B4galt1* overexpression reduced PPARγ protein stability in FFA-treated AML12 cells (Figure 6C). Since B4GALT1 has been implicated in N-linked glycosylation, we investigated whether B4GALT1 regulates PPARγ protein stability via N-linked glycosylation. *B4galt1*-knockdown or *B4galt1*-overexpressing AML12 cells were co-treated with N-linked glycosylation inhibitor tunicamycin and FFA. Combined with tunicamycin treatment, the expression level of PPARγ protein in AML12 hepatocytes was higher than that in the FFA alone group. Strikingly, co-administration with tunicamycin and FFA significantly upregulated PPARγ expression in *B4galt1*-overexpressing AML12 cells compared with the cells treated with FFA alone (Figure 6E). In addition, in AML12 hepatocytes subjected to high-fat intervention, immunoprecipitation of PPARγ was performed and β-1,4-galactosylation levels were detected using RCA-I, to investigate the impact of B4GALT1 on the β-1,4-galactosylation levels of PPARγ. The β-1,4-galactosylation levels of PPARγ in *B4galt1*-knockdown hepatocytes treated with FFA were reduced compared with the control group (Figure 6F). Overall, these findings suggest that B4GALT1 interacts with PPARγ and regulates the stability of PPARγ protein through N-glycosylation in the presence of high fat.

**FIGURE 6:**
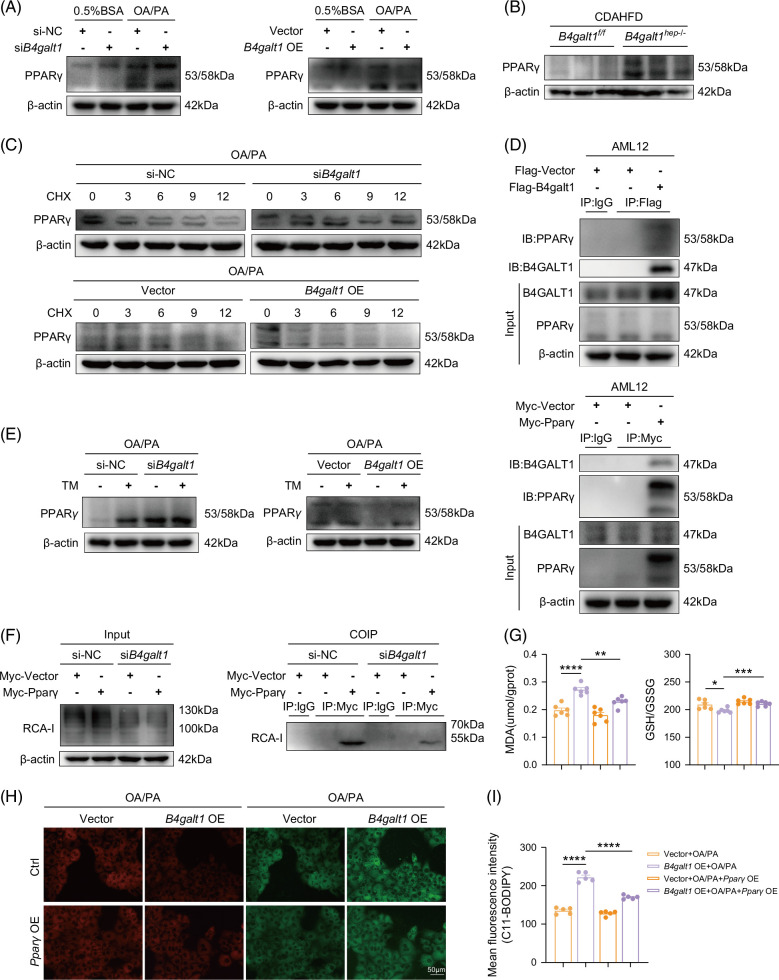
B4GALT1 interacts with PPARγ and regulates the protein stability of PPARγ through N-glycosylation. (A) Immunoblot analysis of PPARγ levels in AML12 cells transfected with *B4galt1* siRNA versus si-NC (left) and in AML12 cells transfected with *B4galt1*-overexpressing (OE) versus vector (right) exposure to either 0.5% BSA or FFA. (B) Immunoblot analysis of PPARγ levels in liver samples taken from *B4galt1* ^*flox/flox*^ and *B4galt1* ^*hep−/−*^ mice fed CDAHFD (n=3/group). (C) Cycloheximide chase assay of PPARγ expression in AML12 cells transfected with *B4galt1* siRNA versus si-NC (top) and in *B4galt1*-overexpressing AML12 cells versus empty vector**-**transfected cells (bottom). (D) Co-immunoprecipitation analysis evaluating the interaction between B4GALT1 and PPARγ in AML12 cells using exogenous Flag-B4galt1 or Myc-Pparγ, Flag-vector, or Myc-vector as a control. (E) Immunoblot analysis of PPARγ levels in *B4galt1*-knockdown AML12 cells, *B4galt1*-overexpressing AML12 cells, and their corresponding si-NC/vector cells after treatment with tunicamycin (TM) and FFA. (F) Immunoblot and PPARγ immunoprecipitation analyses of RCA-I levels in AML12 cells transfected with si-NC or *B4galt* *1* siRNA in combination with Myc-vector or Myc-Pparγ plasmid. (G–I) AML12 cells were co-transfected with vector or *B4galt1* OE in combination with *Acsl4* OE plasmid for 48 hours and then exposed to FFA for 24 hours. (G) Levels of MDA and the ratio of GSH to GSSG (n=6/group). (H) Representative images of C11-BODIPY staining. Scale bar, 50 µm. (I) Quantified mean fluorescence intensity of C11-BODIPY images (n=5/group). Data are presented as mean ± SEM (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001; ANOVA). Abbreviations: B4GALT1, β-1,4-galactosyltransferase 1; BSA, bovine serum albumin; FFA, free fatty acids; PPARγ, peroxisome proliferator-activated receptor gamma; RCA-I, *Ricinus communis* agglutinin I; TM, tunicamycin.

To examine the role of PPARγ in B4GALT1-mediated ferroptosis in MASLD, we overexpressed *Pparγ* in FFA-induced *B4galt1-*overexpressing AML12 cells and then tested its effect on lipid peroxidation. Notably, *Pparγ* overexpression reversed the changes in MDA levels, GSH/GSSG ratio, and fluorescence intensity of the C11-BODIPY probe caused by *B4galt1* overexpression (Figures 6G–I). Altogether, our data show that PPARγ is involved in the regulation of lipid peroxidation in B4GALT1-mediated MASLD.

## DISCUSSION

Here, we identified glycosyltransferase B4GALT1 as a novel driver of MASLD progression. Hepatic expression levels of B4GALT1 were significantly elevated in both clinical MASLD patients and experimental murine models. Furthermore, hepatocyte-specific deletion of *B4galt1* markedly attenuated hepatic steatosis and suppressed inflammatory responses in the CDAHFD-fed murine model. Mechanistically, B4GALT1 interacted with PPARγ and promoted its degradation via N-glycosylation, resulting in transcriptional upregulation of its target ACSL4 and consequent aggravation of lipid peroxidation in MASLD.

Although glycosylation has been proposed to affect MASLD progression, its role remains inconsistent. N-glycosylation of SCAP exacerbates hepatocyte inflammation and lipid accumulation,^32^ whereas that of CREBH alleviates lipid deposition and lipotoxicity.^33^ However, the cellular role and clinical significance of galactosyltransferases in MASLD remain unclear. Our study provided clinical evidence through IHC analysis that upregulated B4GALT1 expression in patients with MASLD, particularly in those with MASH. Importantly, liver-specific conditional knockout of *B4galt1* significantly alleviated hepatic steatosis induced by a high-fat diet. Moreover, deletion of *B4galt1* in the liver attenuated hepatic inflammation in response to a high-fat diet, whereas no significant changes were observed in liver fibrosis. Our findings suggest that B4GALT1 is a key mediator of the early stages of disease, particularly the transition from simple steatosis to steatohepatitis. Alternatively, hepatocyte-specific B4GALT1 appears to exert only a modest influence on fibrogenesis, whereas its paracrine or cell-autonomous functions in non-parenchymal populations, particularly activated HSCs and Kupffer cells, may be more critical for extracellular matrix deposition.^43^ Diverse cell-specific MASLD models need to be further employed to dissect the spatiotemporal roles of B4GALT1 within the hepatic microenvironment. Of note, previous research suggested that low expression of B4GALT1 promoted liver cancer.^44^ Collectively, our findings underscore that B4GALT1 exerts context-dependent and substrate-diverse biological functions across different disease backgrounds.

Lipotoxic lipids serve as initiating factors for hepatocyte injury and fibrosis during MASLD pathogenesis.^45^ Fatty acid metabolism involves de novo lipogenesis, lipolysis within adipose tissue, mitochondrial oxidation, and lipid transport and uptake.^46^ In this study, genes involved in lipid synthesis, such as *Srebf1* and *Acsl4*, were decreased in *B4galt1* ^*hep−/−*^ mice, while no significant changes were observed in genes associated with fatty acid oxidation and lipid transport, suggesting that B4GALT1 deficiency alleviates hepatic lipid deposition by suppressing lipid synthesis.

Ferroptosis is a form of iron-dependent cell death characterized by high levels of lipid peroxidation.^18^,^19^ Emerging evidence has demonstrated the role of ferroptosis in the different stages of MASLD.^20^ Ferroptosis contributes to the initiation of inflammation in MASH, as well as ferroptosis-related inhibitors or inducers influence its progression.^21^,^22^,^23^ Moreover, during the hepatic fibrosis stage, ferroptosis occurring in different cell types has distinct effects on prognosis.^24^,^25^,^26^ Transmission electron microscopy of liver tissues and hepatic transcriptomics revealed downregulation of ferroptosis in the livers of *B4galt1* ^*hep−/−*^ mice. In addition, decreased lipid peroxidation was observed in the livers of *B4galt1* ^*hep−/−*^ mice, whereas no significant changes were detected in total iron concentration. These findings indicate that B4GALT1 promotes ferroptosis primarily by increasing the availability of lipid substrates for peroxidation (via ACSL4), rather than by altering total cellular iron content. Moreover, the absence of significant changes in intracellular Fe^2+^ levels (Supplemental Figures S3B, C, http://links.lww.com/HC9/C267) indicates that B4GALT1 likely remodels the local labile iron pool (LIP) within specific organelles.^47^ Collectively, we conclude that hepatocyte-specific B4GALT1 deletion mitigates lipidperoxidation-mediated ferroptosis in experimental models of MASLD.

PPARγ, a member of the nuclear receptor superfamily and ligand-activated transcription factor, reportedly regulates lipogenesis, inflammation, oxidative stress, and fibrosis in MASLD.^12^,^14^ Importantly, transcriptomic mining of HFD- and GAN-fed murine MASLD datasets revealed a positive correlation between B4galt1 expression and PPARγ target genes (Supplemental Figures S7A–C, http://links.lww.com/HC9/C267). Moreover, B4GALT1 deletion reduced *Pparγ* mRNA levels (Supplemental Figures S8A–C, http://links.lww.com/HC9/C267). Nevertheless, B4GALT1 downregulated PPARγ expression at the protein level, indicating that its primary impact on PPARγ is exerted through post-translational regulation. 

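In the RNA-seq of CDAHFD-fed livers, *Pparg* (NCBI gene 19016, on chromosome 6 of GRCm38) had 21.5 ± 5.67 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 11.3 ± 2.59 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-. The log2 fold change was -0.92 (standard error 0.25, adjusted p = 0.0311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the highest mouse labelled *B4galt1* hep-/-, at 13.3 CPM, was below the lowest *B4galt1* flox/flox mouse, at 16.6 CPM (two-sided exact permutation test, p = 0.0286). The call was lost in 4 of the 7 fits that left out a mouse, over which the log2 fold change ranged from -1.07 to -0.75 and the adjusted p, from the same test, from 0.0235 to 0.0997. Counts from whole liver do not separate hepatocytes from macrophages, whose marker genes were lower too. From lower mRNA and its protein experiments together, the paper proposes that the main effect on PPARγ is post-translational.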

Since B4GALT1 has the capacity to modulate glycoprotein stability by N-linked glycosylation,^48^,^49^ we examined the effect of B4GALT1 on PPARγ protein stability. Co-immunoprecipitation and N-linked glycosylation inhibition studies revealed that B4GALT1 interacted with and destabilized PPARγ protein via N-linked glycosylation. Furthermore, immunoprecipitation assays of PPARγ revealed that B4GALT1 regulated the β-1,4-galactosylation level of PPARγ in steatotic hepatocytes. Functional studies indicated that PPARγ overexpression suppressed the elevated lipid peroxidation levels induced by B4GALT1, suggesting its involvement in the regulation of lipid peroxidation mediated by B4GALT1 in MASLD.

In addition to being a key regulator of fatty acid metabolism, ACSL4 plays an important role in lipid peroxidation-driven ferroptosis.^28^,^29^ The activity and function of ACSL4 are regulated at multiple levels;^29^ however, this study did not identify any N-glycosylation modifications of ACSL4. PPARγ activation has been proposed to suppress the expression and activity of ACSL4 and attenuate radiation-induced intestinal ferroptosis by inhibiting ACSL4.^42^,^50^ *ACSL4* gene contains numerous transcription factor-binding sites, including PPAR. In steatotic hepatocytes, PPARγ agonists or PPARγ overexpression significantly reduced ACSL4 expression. Analysis of the *ACSL4* gene promoter sequence revealed potential PPARγbinding sites. Importantly, the ChIP assay indicated decreased PPARγ binding to the *Acsl4* promoter following *B4galt1* knockdown in steatotic hepatocytes. In summary, PPARγ directly binds to the *ACSL4* promoter and represses ACSL4 transcriptional expression; thus, we propose that B4GALT1 regulates ACSL4 expression at the transcriptional level via PPARγ in steatotic hepatocytes.

Several limitations still exist in the present study. First, the CDAHFD-induced MASLD model employed herein, characterized by pronounced weight loss, contrasts with the obese phenotype typical of human MASH. Future studies should corroborate B4GALT1 function in metabolically congruent models. Second, our study illustrated B4GALT1 role in the regulation of hepatocellular lipid peroxidation but did not fully investigate its effects on ferritinophagy or iron transport proteins within the LIP. In addition, the specific contribution of PPARγ to B4GALT1-mediated regulation of MASLD warrants further in vivo validation. Finally, the specific N-glycosylation sites on PPARγ remain unidentified, and their functional impact awaits validation by mass spectrometry and site-directed mutagenesis.

In conclusion, our findings uncover a novel regulatory mechanism between B4GALT1 and PPARγ/ACSL4 signaling pathway and highlight that targeting B4GALT1-mediated N-glycosylation is a promising therapeutic strategy for MASLD.

## Supplementary Material

# Supplementary material for: B4GALT1 deficiency attenuates steatohepatitis by regulating the PPARγ/ACSL4 axis
**Source:** Hepatol Commun. 2026 Mar 20;10(4):e0920. doi: 10.1097/HC9.0000000000000920
**Supplement:** Supplementary file 1

## **B4GALT1 deficiency attenuates steatohepatitis by regulating the PPAR $\gamma$ /ACSL4 axis**

**Youjung Chien<sup>1†</sup>, Ruiqi Xia<sup>4†</sup>, Da Zhou<sup>1†</sup>, Yingjie Ai<sup>1</sup>, Linfeng Wu<sup>2</sup>, Xiaoqing Zeng<sup>1\*</sup>, Shiyao Chen<sup>1,2,3\*</sup>**

### **Supplemental Digital Content**

#### **Supplementary materials and methods**

##### **Plasmid and siRNA transfection**

Plasmids and siRNA were transfected using Lipo3000 Reagent (L3000015; Thermo Scientific). Each well of cells ( $5 \times 10^5$ ) was treated with 100  $\mu$ L Opti-MEM Medium containing 2–3  $\mu$ g plasmid or 50 pmol siRNA and 4–6  $\mu$ L Lipo3000. The siRNA sequences are provided in Supplemental Table S2.

##### **RNA extraction and real-time PCR**

Total RNA was extracted from the liver tissues or cell lines using Trizol reagent (AN51L758; Life iLab, China) according to the manufacturer's instructions. RNA was reverse-transcribed using a cDNA Synthesis SuperMix for qPCR (11141ES60; Yeasen, China), and qPCR was performed on a StepOne Plus machine (ABI, USA). The mRNA levels of selected genes were calculated after normalization to  $\beta$ -actin by using the  $2^{(-\Delta\Delta C(T))}$  method. Primer sequences are provided in Supplemental Table S3.

##### **Immunoblotting**

Mouse liver tissues and cells were homogenized and lysed in Protein Extraction Reagent (P0013; Beyotime Biotechnology, China). Protein lysates, in equivalent quantities, were subjected to separation via sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and subsequently transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, USA). The antibodies are detailed in Supplemental Table S4. For normalization purposes,  $\beta$ -actin protein was utilized as a loading control.

### Transcriptomic analyses

Total RNA was extracted from the liver tissues of *B4galt1<sup>ff</sup>* and *B4galt1<sup>hep-/-</sup>* mice fed a chow diet or CDAHFD using the TRIzol Reagent. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA). The libraries were constructed using VAHTS Universal V6 RNA-seq Library Prep Kit. The transcriptome sequencing was conducted by OE Biotech Co., Ltd. (Shanghai, China). 

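DESeq2 and edgeR both model counts with a negative binomial distribution, and differ in how they estimate the spread of each gene and which genes they leave out of the adjustment. Applied to the same counts, DESeq2's Wald test with the thresholds used for edgeR called 3281 of 15376 genes, 1566 lower and 1715 higher in the libraries labelled *B4galt1* hep-/-, and included 2393 of the genes called by edgeR. Counts were also simulated for these 7 libraries, with 200 genes raised or lowered by 2 on the log2 scale. DESeq2 recovered 96.5% of the changed genes with 48 false calls, and edgeR 93% with 12 false calls, over 13998 and 14966 genes tested. The real counts had far more called genes, many with smaller changes, so these rates need not hold for them.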

Differential expression genes (DEGs) were identified using DESeq2 as those with a cutoff Benjamini-Hochberg adjusted *p* value of 0.05 and an absolute fold change of greater than 1.5 ( $|\text{Log}_2\text{FC}| > 0.58$ ). Based on the hypergeometric distribution, GO enrichment analysis of DEGs were performed to screen the significant enriched term using R (v 3.2.0). Furthermore, the Gene Set Enrichment Analysis (GSEA) was conducted utilizing the GSEA software. The RNA-seq data are available in the GEO database under accession number GSE324244.

### Measurements of iron concentration and lipid peroxidation

Levels of hepatic total iron were measured using a total iron assay kit (G4301; Servicebio, China) in accordance with the manufacturer's instruction. Levels of GSH, GSSG and MDA were quantified using glutathione and MDA assay kits (G4300/G4302, G4304; Servicebio, China). Lipid ROS was measured using the fluorescent probes BODIPY 581/591 C11 (L267; DOJINDO, China). Intracellular  $\text{Fe}^{2+}$  level was assessed using FerroOrange (L374; DOJINDO, China). AML12 cells were incubated with the kit reagent following the instruction at 37°C for 30 min in the incubator, and were imaged through a fluorescence microscope. The Image J software was used to evaluate fluorescence intensity.

**Supplementary Figure Legends**

**Supplemental Fig 1. Correlation analysis between hepatic B4GALT1 expression and pathological scores.** (A) Spearman correlation analysis of hepatic *B4GALT1* mRNA level with pathological scores in human MASLD liver samples (GSE174478, n=94). (B) Spearman correlation analysis of hepatic B4GALT1 level with pathological scores in patients with MASLD (n=30).

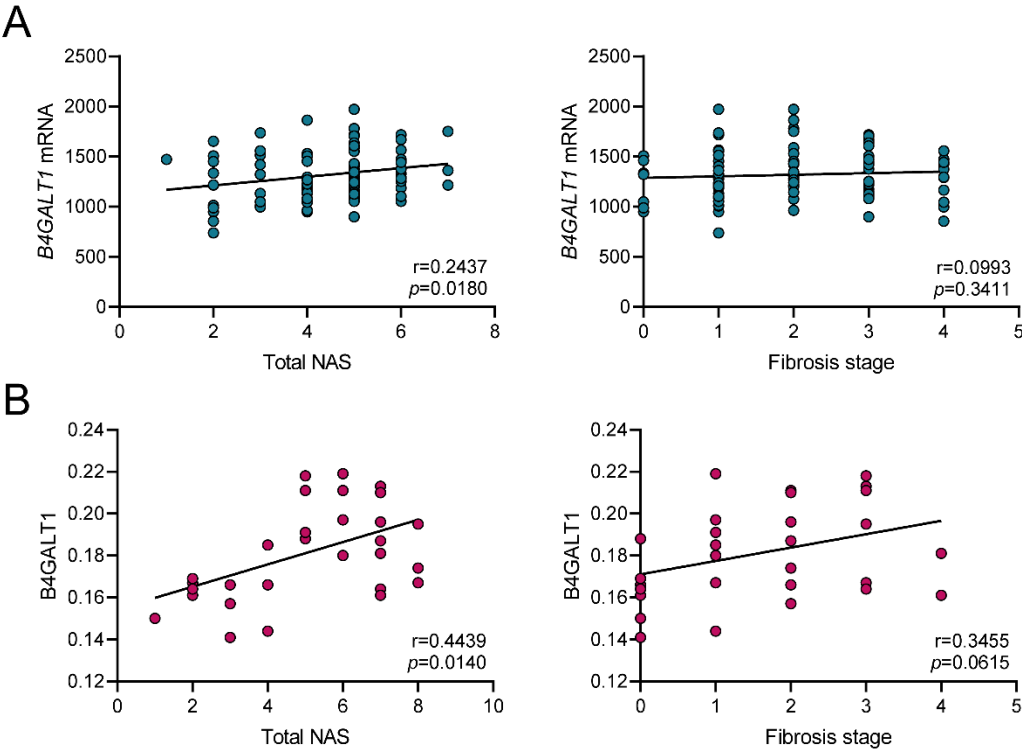

**Supplemental Fig 2. Fibrosis-related genes and proteins expression levels in the liver of CDAHFD-induced MASLD mice.** (A) Relative *Acta2*, *Col1a1*, and *Tgfb1* expression levels detected by qRT-PCR in CDAHFD-treated mice liver samples. (B) Relative  $\alpha$ -SMA and MMP9 expression levels detected by western blot in CDAHFD-treated mice liver samples. Data are presented as mean  $\pm$  SEM (\*\* $p$  < 0.01, \*\*\* $p$  < 0.001, ns.: not significant; ANOVA test).

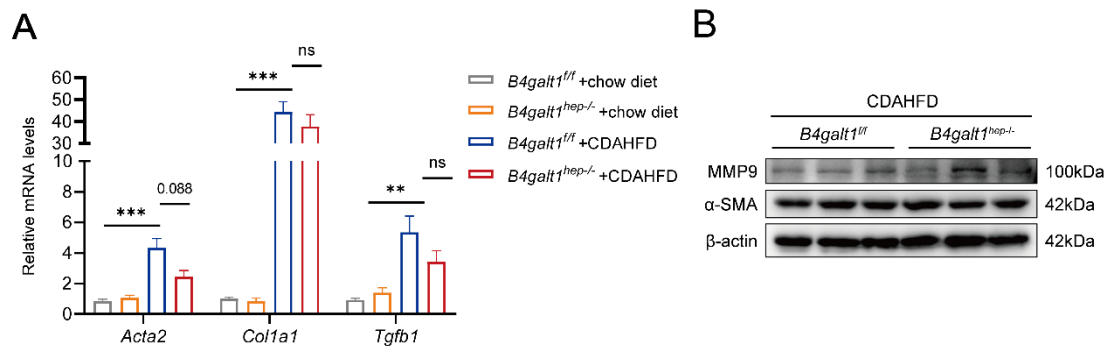

**Supplemental Fig 3. B4GALT1 did not affect iron metabolism in the livers of CDAHFD-induced MASLD mice and in hepatocytes subjected to high-fat intervention.** (A) Total iron concentration of liver tissues in normal and CDAHFD-treated mice. (B) Representative images of FerroOrange fluorescent staining in control, *siB4galt1* and *B4galt1* OE cells treated with or without FFA (0.5 mM) for 24 h. Scale bars, 50  $\mu$ m. (C) Quantified mean fluorescence intensity of FerroOrange images (n=5/group). Data are presented as mean  $\pm$  SEM (\*\* $p$  < 0.01, \*\*\*\* $p$  < 0.0001, ns.: not significant; ANOVA test).

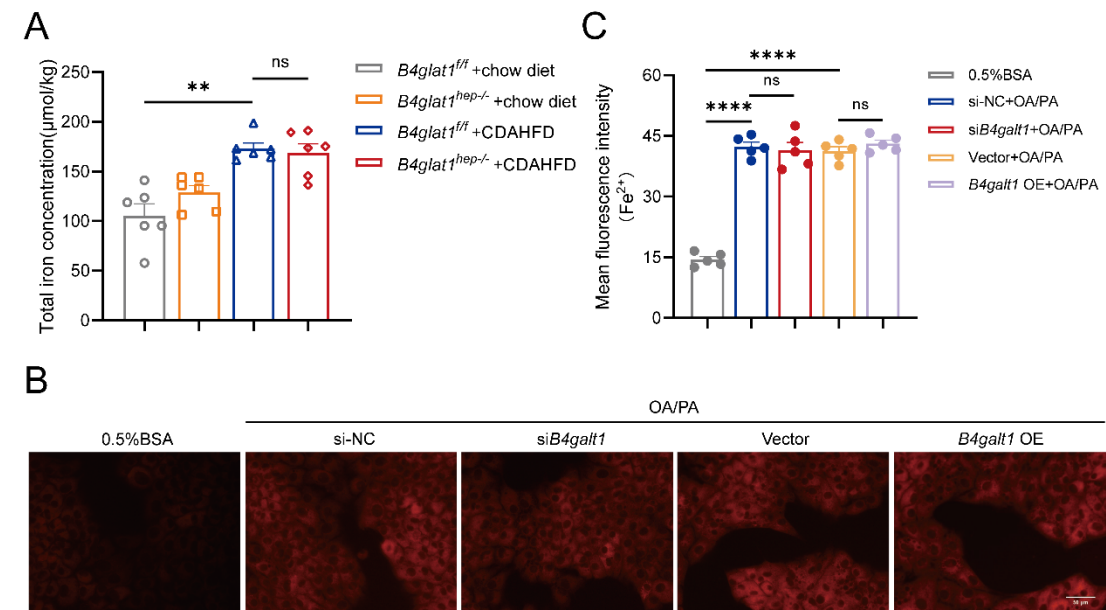

**Supplemental Fig 4. Ferroptosis was involved in the protective effect of B4galt1 deficiency against lipid peroxidation in FFA-induced steatosis. (A–B) Level of MDA (A) and ratio of GSH to GSSG (B) in control and siB4galt1 cells treated with DMSO or RSL3 (5  $\mu$ M) for 24 h in combination with FFA (n=6/group). (C) Representative images of C11-BODIPY staining control and siB4galt1 cells treated with DMSO or RSL3 (5  $\mu$ M) for 24 h in combination with FFA. Scale bars, 50  $\mu$ m. (D) Quantified mean fluorescence intensity of C11-BODIPY images (n=5/group). Data are presented as mean  $\pm$  SEM (\* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001, \*\*\*\* $p$  < 0.0001; ANOVA test).**

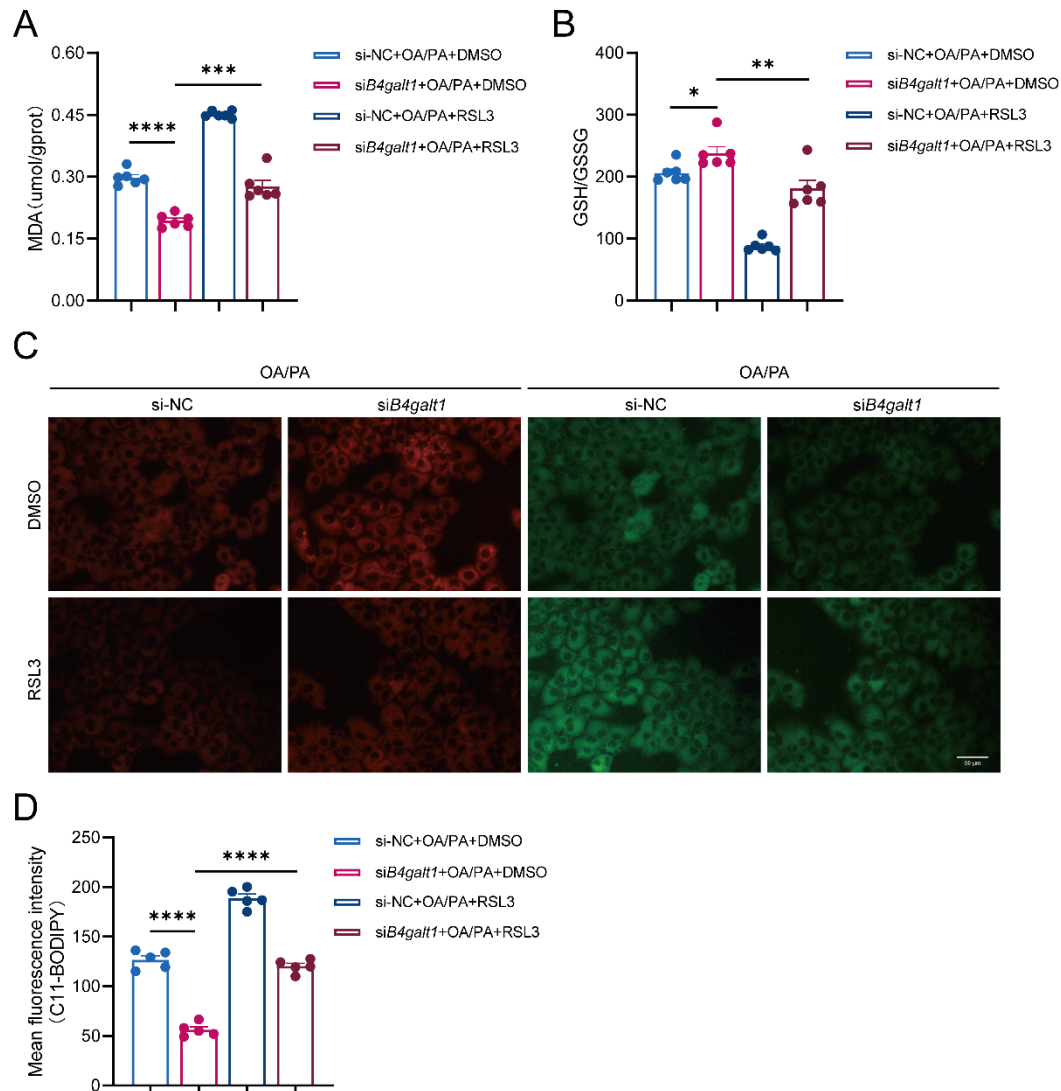

**Supplemental Fig 5. Ferroptosis contributed to B4GALT1-aggravated lipid peroxidation in steatotic hepatocytes.** (A–B) Level of MDA (A) and ratio of GSH to GSSG (B) in vector and *B4galt1*OE cells treated with DMSO or Fer-1 (10  $\mu$ M) for 4 h in combination with FFA (n=6/group). (C) Representative images of C11-BODIPY staining vector and *B4galt1*OE cells treated with DMSO or Fer-1 (10  $\mu$ M) for 4 h in combination with FFA. Scale bars, 50  $\mu$ m. (D) Quantified mean fluorescence intensity of C11-BODIPY images (n=5/group). Data are presented as mean  $\pm$  SEM (\* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001, \*\*\*\* $p$  < 0.0001; ANOVA test).

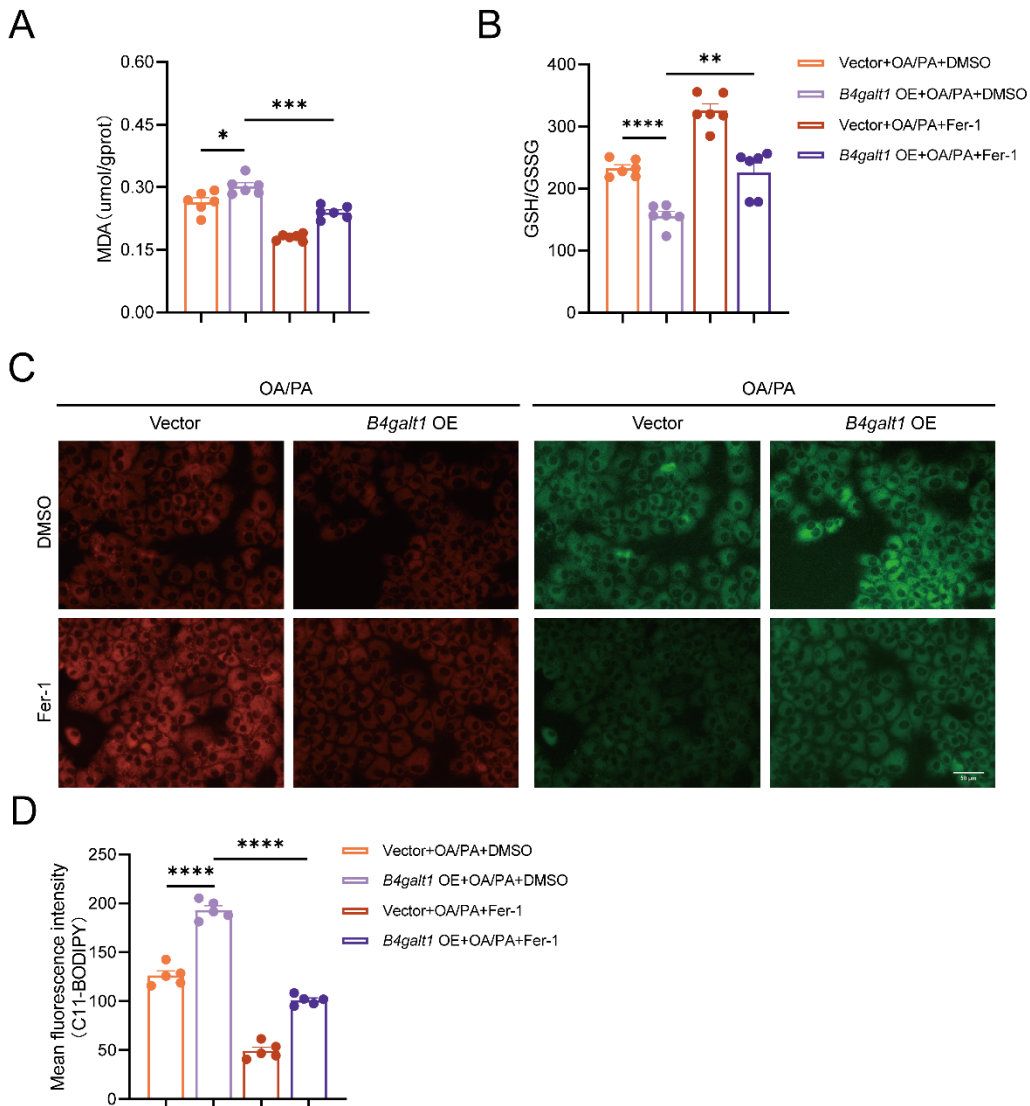

**Supplemental Fig 6. B4GALT1 interacted with PPAR $\gamma$  in 293T cells.** (A) Western blot analyses evaluating the interaction between B4GALT1 and PPAR $\gamma$  in 293T cells using exogenous Flag-B4GALT1 and Myc-PPAR $\gamma$ ; empty vectors were used as control.

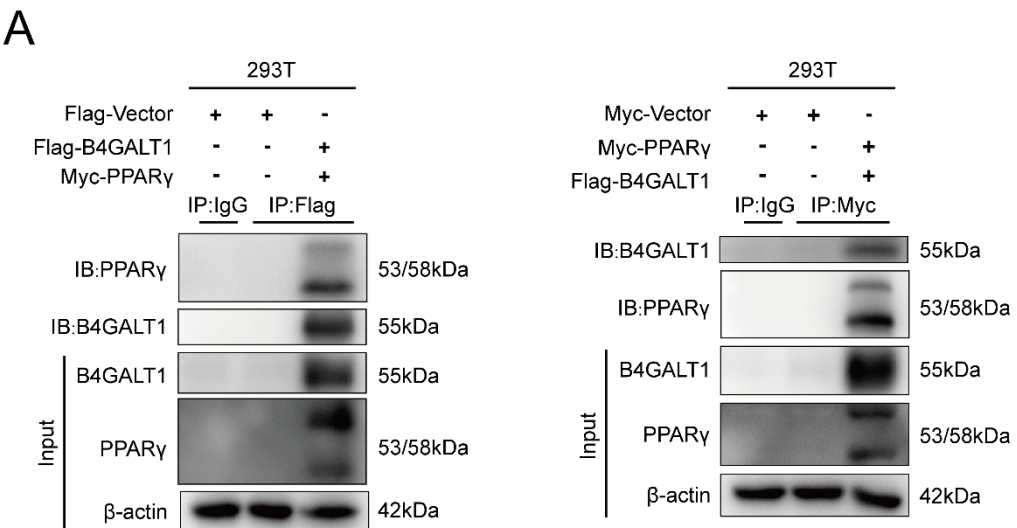

**Supplemental Fig 8. PPAR $\gamma$  mRNA levels were significantly decreased in MASLD model upon B4GALT1 depletion.** (A) Heatmap of PPAR $\gamma$  and its target genes expression in the livers of *B4galt1*<sup>hep-/-</sup> and *B4galt1*<sup>fllox/fllox</sup> mice. (B) Quantitative PCR analysis of *Ppar $\gamma$*  mRNA expression in liver samples from *B4galt1*<sup>fllox/fllox</sup> and *B4galt1*<sup>hep-/-</sup> mice fed a chow diet or CDAHFD. (C) Quantitative PCR analysis of *Ppar $\gamma$*  mRNA expression in AML12 cells transfected with *B4galt1* siRNA versus si-NC exposure to either 0.5% BSA or FFA. (\**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001; ANOVA test).

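*Pparg* was placed beside 19 genes of lipid handling. In the libraries labelled *B4galt1* hep-/-, 16 of these 20 genes were lower, namely *Pparg*, *Rxra*, *Ehhadh*, *Cyp4a12a*, *Cyp4a12b*, *Cyp4a14*, *Cyp8b1*, *Fabp5*, *Slc27a4*, *Slc27a5*, *Fads2*, *Acsl4*, *Acsl5*, *Plin2*, *Cd36* and *Cpt1a*, and 4 were higher. The threshold was passed by 15 of the lower genes and by 2 of the higher ones, *Plin4* with a log2 fold change of 0.92 (adjusted p = 0.0303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Apoc3* with 1.18 (adjusted p = 0.0183). *Acsl5*, *Apoa1* (0.70, adjusted p = 0.109 from the same test) and *Acsbg1* (1.52, adjusted p = 0.0573) did not pass. When each mouse was left out in turn, the call was lost in 6 of the 7 fits for *Slc27a5* and *Cyp4a14*, in 4 for *Plin4* and *Pparg*, in 3 for *Apoc3* and *Cpt1a* and in 2 for *Plin2* and *Fads2*, and in none for the other 9 called genes. *Rxra*, the partner of PPARγ in its dimer (NCBI gene 20181), had 326 ± 40.0 CPM (SD, n = 4) in *B4galt1* flox/flox livers and 147 ± 17.6 CPM (SD, n = 3) in livers labelled *B4galt1* hep-/-, a log2 fold change of -1.15 (standard error 0.20, adjusted p = 0.00605). The lipid droplet protein *Plin2* had a log2 fold change of -1.06 (standard error 0.26, adjusted p = 0.0210). The largest decrease was in *Cyp4a12a*, whose adjusted p was 0.00236 from the same test. That gene and *Cyp4a12b* (-2.73) are near copies, so each value is uncertain, and both are also among the male-biased liver genes that were lower as a group. As a list, the 20 genes had an enrichment score, before normalization, of -0.73 (adjusted p = 0.00127 from fgsea with Benjamini-Hochberg adjustment), and mean log2 CPM was 7.74 ± 0.11 (SD, n = 4) in *B4galt1* flox/flox livers against 6.91 ± 0.28 (SD, n = 3). With adjustment over the 20 genes alone, all 20 passed. The authors show these genes for the same livers, so both the score of the list and this last count are descriptive.

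**Figure D4:**
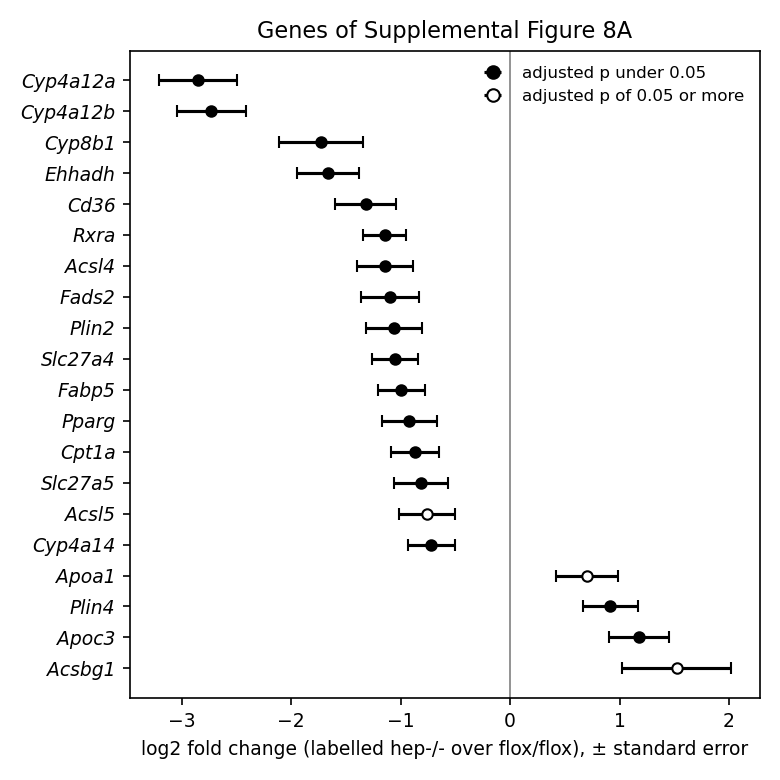
Log2 fold changes of the 20 genes, mice labelled *B4galt1* hep-/- (n = 3) over *B4galt1* flox/flox mice (n = 4), with whiskers of 1 standard error from edgeR's quasi-likelihood fit; filled points have an adjusted p under 0.05. Values run from -2.85 for *Cyp4a12a* to 1.52 for *Acsbg1*.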

**A**

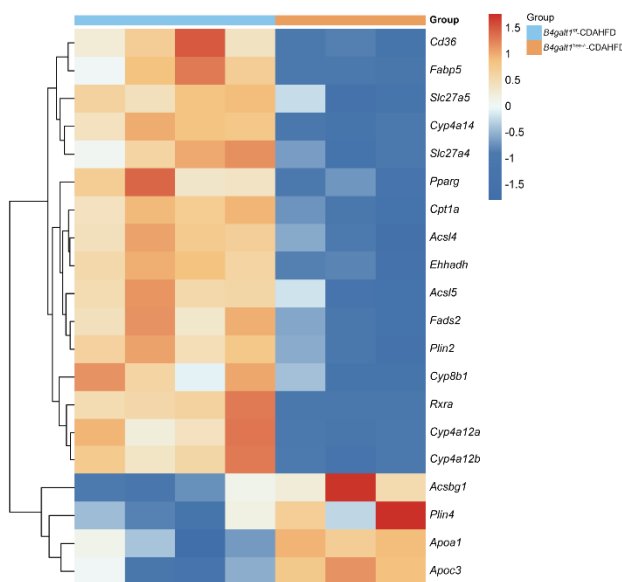

**B**

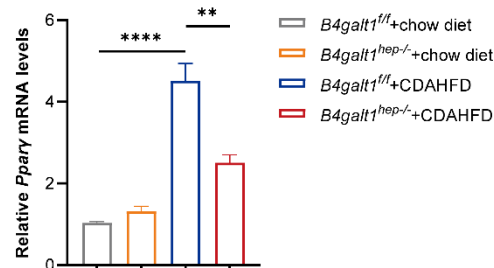

**C**

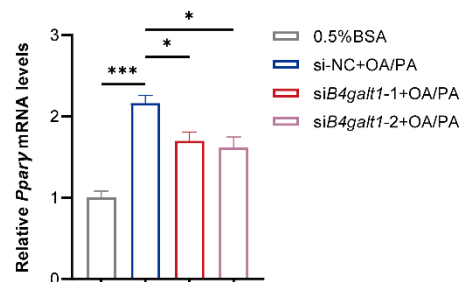

**Supplemental Table 1. The characteristics of MASLD subjects**

|                   | NAS 1–2 (n=5) | NAS 3–4 (n=6) | MASH (n=19) | <i>p</i> value |
|-------------------|---------------|---------------|-------------|----------------|
| Age (year)        | 55.6±18.7     | 41.0±13.4     | 45.5±12.9   | 0.055          |
| Female            | 2 (40.0)      | 1 (16.7)      | 7 (36.8)    | 0.739          |
| BMI               | 29.8±3.0      | 28.1±4.5      | 28.7±3.9    | 0.788          |
| TC (mmol/L)       | 5.9±0.8       | 5.5±2.7       | 4.6±0.7     | 0.114          |
| TG (mmol/L)       | 2.2±0.9       | 2.5±1.8       | 1.9±0.9     | 0.508          |
| LDL (mmol/L)      | 3.8±1.1       | 3.6±2.9       | 2.7±0.8     | 0.251          |
| HDL (mmol/L)      | 1.2±0.2       | 0.9±0.2       | 1.1±0.2     | 0.177          |
| ALT (U/L)         | 81.2±16.7     | 84.3±31.5     | 89.0±12.9   | 0.960          |
| AST (U/L)         | 48.2±9.3      | 40.8±7.2      | 55.1±5.5    | 0.399          |
| ALB (g/L)         | 44.2±3.3      | 45.3±3.0      | 44.3±2.3    | 0.701          |
| FBG (mmol/L)      | 5.5±0.3       | 5.0±0.7       | 5.5±1.3     | 0.576          |
| CAP (dB/m)        | 339.0±37.1    | 323.7±23.4    | 319.7±56.4  | 0.740          |
| E (kPa)           | 10.5±2.6      | 9.6±4.7       | 14.3±4.7    | 0.055          |
| Hepatoprotectants | 1 (20.0)      | 3 (50.0)      | 12 (63.2)   | 0.260          |

Note: Difference of age, BMI, TC, TG, HDL, LDL, ALT, AST, ALB, FBG, CAP, E among groups were determined by the ANOVA test. Difference of sex, drug taking among groups were determined by Fisher's exact test.

**Supplemental Table 2. Sequences for siRNAs**

| Name                   | Sequences (5' to 3') | Supplier |
|------------------------|----------------------|----------|
| <i>B4galt1</i> siRNA#1 | GGCAGGAGCATCTCAAATA  | RiboBio  |
| <i>B4galt1</i> siRNA#2 | CCATGCTGATTGACTTTAA  | RiboBio  |

**Supplemental Table 3. Primers for qRT-PCR**

| Name               | Sequence                 | Supplier       |
|--------------------|--------------------------|----------------|
| <i>mB4galt1</i> -F | AGCAACTCGACTATGGCATCTACG | Sangon Biotech |
| <i>mB4galt1</i> -R | GGTCCACATCACTGAACACAAAGC | Sangon Biotech |
| <i>mActb</i> -F    | GATCATTGCTCCTCCTGAGC     | Sangon Biotech |
| <i>mActb</i> -R    | ACTCCTGCTTGCTGATCCAC     | Sangon Biotech |
| <i>mActa2</i> -F   | GTCCCAGACATCAGGGAGTAA    | Sangon Biotech |
| <i>mActa2</i> -R   | TCGGATACTTCAGCGTCAGGA    | Sangon Biotech |
| <i>mColla1</i> -F  | GCTCCTCTTAGGGGCCACT      | Sangon Biotech |
| <i>mColla1</i> -R  | CCACGTCTCACCATTGGGG      | Sangon Biotech |
| <i>mTgfb1</i> -F   | CCGCAACAACGCCATCTA       | Sangon Biotech |

|                   |                           |                |
|-------------------|---------------------------|----------------|
| <i>mTgfb1</i> -R  | ACTGCCGTACAACCTCCAGTGAC   | Sangon Biotech |
| <i>mFasn</i> -F   | AGGTGGTGATAGCCGGTATGT     | Sangon Biotech |
| <i>mFasn</i> -R   | TGGGTAATCCATAGAGCCAG      | Sangon Biotech |
| <i>mAcaca</i> -F  | TGACAGACTGATCGCAGAGAAAG   | Sangon Biotech |
| <i>mAcaca</i> -R  | TGGAGAGCCCCACACACA        | Sangon Biotech |
| <i>mSrebf1</i> -F | GATGTGCGAACTGGACACAG      | Sangon Biotech |
| <i>mSrebf1</i> -R | CATAGGGGGCGTCAAACAG       | Sangon Biotech |
| <i>mAcsl4</i> -F  | CTCACCATTATATTGCTGCCTGT   | Sangon Biotech |
| <i>mAcsl4</i> -R  | TCTCTTTGCCATAGCGTTTTTCT   | Sangon Biotech |
| <i>mAcox1</i> -F  | TAACTTCCTCACTCGAAGCCA     | Sangon Biotech |
| <i>mAcox1</i> -R  | AGTTCCATGACCCATCTCTGTC    | Sangon Biotech |
| <i>mAcadm</i> -F  | CAAGTTTGCCAGAGAGGAGATTATC | Sangon Biotech |
| <i>mAcadm</i> -R  | AACGGGTACTCCCCGCTTT       | Sangon Biotech |
| <i>mCpt1a</i> -F  | CTCCGCCTGAGCCATGAAG       | Sangon Biotech |
| <i>mCpt1a</i> -R  | CACCAGTGATGATGCCATTCT     | Sangon Biotech |
| <i>mCpt2</i> -F   | CAGCACAGCATCGTACCCA       | Sangon Biotech |
| <i>mCpt2</i> -R   | TCCCAATGCCGTTCTCAAAAT     | Sangon Biotech |
| <i>mFabp1</i> -F  | ATGAACTTCTCCGGCAAGTACC    | Sangon Biotech |
| <i>mFabp1</i> -R  | CTGACACCCCCTTGATGTCC      | Sangon Biotech |
| <i>mCd36</i> -F   | ATGGGCTGTGATCGGAACTG      | Sangon Biotech |
| <i>mCd36</i> -R   | GTCTTCCCAATAAGCATGTCTCC   | Sangon Biotech |
| <i>mAcsl5</i> -F  | TCCTGACGTTTGGAACGGC       | Sangon Biotech |
| <i>mAcsl5</i> -R  | CTCCCTCAATCCCCACAGAC      | Sangon Biotech |
| <i>mTfr</i> -F    | GTTTCCGCCATCTCAGTCATCAGG  | Sangon Biotech |
| <i>mTfr</i> -R    | GGACTTCGCCGCAACACCAG      | Sangon Biotech |
| <i>mFth1</i> -F   | TGCCATCAACCGCCAGATCAAC    | Sangon Biotech |
| <i>mFth1</i> -R   | ATTCAGCCCGCTCTCCCAGTC     | Sangon Biotech |

**Supplemental Table 4. Antibodies**

| Name                        | Species reativity | Application and dilution ratio | Supplier                | Cat No.    |
|-----------------------------|-------------------|--------------------------------|-------------------------|------------|
| Anti-B4GALT1                | Human             | WB (1:1000);<br>IHC (1:200)    | abcam                   | ab121326   |
| Anti-B4GALT1                | Human, Mouse      | WB (1:1000);<br>IHC (1:600)    | LifeSpan<br>BioSciences | LS-C368884 |
| Anti-RCA I,<br>Biotinylated |                   | WB (1:2000);<br>IHC (1:800)    | Vector Laboratories     | B-1085-1   |
| Anti-F4/80                  | Mouse             | IHC (1:400)                    | CST                     | 70076      |
| Anti- $\alpha$ -SMA         | Human, Mouse      | WB (1:1000)                    | ABclonal                | A17910     |
| Anti- $\alpha$ -SMA         | Human, Mouse      | IHC (1:18000)                  | abcam                   | ab124964   |
| Anti- ACSL4                 | Human, Mouse      | WB (1:5000)                    | Proteintech             | 22401-1-AP |
| Anti-SREBF1                 | Human, Mouse      | WB (1:1000)                    | Abclonal                | A25305     |

|                               |              |                             |             |            |
|-------------------------------|--------------|-----------------------------|-------------|------------|
| Anti-GPX4                     | Human, Mouse | WB (1:1000)                 | Abmart      | T56959     |
| Anti-xCT                      | Human, Mouse | WB (1:1000)                 | Affinity    | DF12509    |
| Anti-PPAR $\gamma$            | Human, Mouse | WB (1:2000);<br>IHC (1:800) | Proteintech | 16643-1-AP |
| Anti-PPAR $\gamma$            | Human, Mouse | ChIP (1:100)                | CST         | 2443       |
| Anti-FLAG<br>Magnetic Beads   |              | IP                          | MCE         | HY-K0207   |
| Anti-c-Myc<br>Magnetic Bead   |              | IP                          | MCE         | HY-K0206   |
| Protein A/G<br>Magnetic Beads |              | IP; ChIP                    | MCE         | HY-K0202   |
| Anti-IgG                      |              | IP; ChIP                    | Proteintech | B900620    |
| Anti-beta Actin               | Human, Mouse | WB (1:5000)                 | HUABIO      | ET1702-67  |

**Supplemental Table 5. Chemicals and reagents**

| <b>Name</b>                 | <b>Supplier</b> | <b>Cat no.</b> |
|-----------------------------|-----------------|----------------|
| DMEM/F-12                   | Gibco           | 11320-033      |
| ITS (100x)                  | Sigma-Aldrich   | I3146          |
| Dexamethasone               | Sigma-Aldrich   | D4902          |
| Oleic acid                  | MACKLIN         | O815203        |
| Palmitic acid               | MACKLIN         | P815432        |
| Lipofectamine™ 3000         | invitrogen      | L3000001       |
| Protease inhibitor cocktail | ABclonal        | RM02916        |
| Fer-1                       | Selleck         | S7243          |
| RSL3                        | Selleck         | S8155          |
| Pioglitazone                | Selleck         | S2590          |
| GW9662                      | Selleck         | S2915          |
| Tunicamycin                 | Selleck         | S7894          |
| Cycloheximide               | MCE             | HY-12320       |
| 16% Formaldehyde            | CST             | 12606          |

How the deposited data were processed for this re-analysis (not part of the article)

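RNA from the livers of 7 mice fed the CDAHFD for 15 weeks was analysed, 4 *B4galt1* flox/flox mice and 3 mice labelled *B4galt1* hep-/-, with 1 library per mouse. The sample labels call the control group WT where the paper writes *B4galt1* flox/flox. Replicate numbers come from the sample labels. They are shared by 3 mice of each group, but the mice are different animals, and nothing in the paper says that equal numbers pair them. Chow-fed mice were not analysed here. No column of sample values in the tables was left unused.

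The authors extracted RNA with TRIzol, made libraries with a VAHTS Universal RNA-seq kit and had them sequenced by OE Biotech. They deposited a table of counts, whole numbers per gene and mouse that the authors had not normalized, with gene symbols and NCBI gene identifiers. The authors also deposited FPKM values for the same genes and mice. For the 13374 genes with at least 10 counts in every mouse, FPKM equalled the count divided by a length fixed per gene and by the library's total, with no gene deviating by more than 1 percent, and both tables had their zeros in the same places. The aligner, the counting program, the genome build and the annotation are not named in the paper's text, so no coordinates are given, and chromosomes are those of the GENCODE annotation of GRCm38.

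Total counts ranged from 37838654 to 39668509 in *B4galt1* flox/flox mice and from 30608271 to 34586588 in mice labelled *B4galt1* hep-/-, and 3 counts correspond to between 0.0756 and 0.0980 CPM. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 15179 of 23347. Counts were normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, group as the sole term), with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.58, as in the paper, which used DESeq2. CPM values are TMM-normalized. Standard errors of log2 fold changes were computed from the F statistic. Single values were compared between the 4 and 3 mice by a two-sided exact permutation test of the means, whose smallest p is 0.0286.

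Gene lists were tested with fgsea 1.28.0 on the signal-to-noise ratio of CPM, with each SD at least 0.2 of the mean as in the GSEA software, 10000 permutations of genes, lists of at least 5 genes and adjustment over 25 lists. The lists of lipid, ferroptosis, cell type and sex-biased genes were written by hand, since the Gene Ontology lists of the paper were not used here. Reactome pathways in the copy that comes with fgsea, with 10 to 600 tested genes, were tested by the hypergeometric distribution, with tested genes in any pathway as background. GC content and gene length came from GENCODE transcripts and were found for 95.6% of tested genes and for every gene of the lists they were used on. Log2 fold changes were corrected for both by a smooth fit with mgcv 1.9.3.

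The sample groups, the tests of the results placed beside the paper's statements, the gene lists, the alternatives and the rule for genes named in the text were chosen before the data were examined. Leaving out the 13 mitochondrially encoded genes was added afterwards, and so were the tests of technical explanations. By that rule the text names every gene that the paper names for liver mRNA or a heatmap, apart from a gene that is not reported here, and the 5 largest increases and 5 largest decreases among called genes at or above the median expression whose groups did not overlap, without predicted genes. The alternatives were DESeq2 1.42.0, RLE and upper-quartile normalization, filters of at least 1 count in any mouse and at least 10 counts in every mouse, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with FPKM of at least 1 in 3 mice and on log2(FPKM + 1) for all genes above 0, voom with sample quality weights, the replicate number as a block, other fold change thresholds, other rankings and null distributions for gene lists, camera, and each mouse left out in turn. A pseudocount on FPKM understates the change of genes with low values.

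The tests were run on simulated data first, counts drawn from the means and library sizes of these mice. In them 200 genes were raised or lowered by 2 on the log2 scale, far fewer genes than were called in the real counts. edgeR recovered 93% of them among 14966 genes tested, with 12 false calls among 198, and estimated a median log2 fold change of -2.04 for genes lowered by 2.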

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

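Of the tests in this part, those of *Xist*, the Y-linked genes and the hepatocyte markers were chosen only after the result was seen. Directions are those of the libraries labelled *B4galt1* hep-/-, in 1 of which *B4galt1* was not reduced.

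Mitochondrially encoded transcripts, which the paper does not discuss, took 5.47%, 5.83%, 3.88% and 8.00% of the counts in *B4galt1* flox/flox replicates 1 to 4, and 22.6%, 22.1% and 14.4% in replicates 1 to 3 labelled *B4galt1* hep-/-. The means differed by 13.9 percentage points (two-sided exact permutation test, p = 0.0286, higher in 3 of 3 mice). Of the 13 genes, 12 were called higher, with log2 fold changes from 1.51 to 2.48, and their median stayed positive under every alternative that keeps them, from 1.74 to 2.23. A difference in RNA quality, or in how much nuclear and non-coding RNA entered the libraries, is a candidate explanation. It predicts more non-coding genes among the higher genes than among the lower, and 7.05% of genes called higher had no protein-coding transcript in GENCODE, against 1.62% of genes called lower and 6.13% of genes tested, as shares of the genes found there (94.6%, 98.7% and 95.6%). The share among higher genes was near that of all tested genes, so the contrast comes mainly from the lower genes. This test therefore decides neither for nor against that explanation, which stays open. An effect of the genotype on mitochondrial transcripts remains a hypothesis. The libraries labelled *B4galt1* hep-/- were also all smaller, and the labels give no library batch. With these genes left out before normalization, a setting added after the values were seen, 2418 genes were called, of which 2379 were called before.

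Sex-biased liver genes differed between the groups although the paper used male mice. All 14 male-biased genes tested were lower, 8 of them called, and 9 of 10 female-biased genes were higher, 6 of them called. The mean log2 CPM of the female list minus that of the male list was -2.52 ± 0.87 (SD, n = 4) in *B4galt1* flox/flox livers and 1.69 ± 0.76 (SD, n = 3) in the others, a difference of 4.21 with every mouse of each group on its own side (two-sided exact permutation test, p = 0.0286). Under every alternative the median of the male list was negative and that of the female list positive. Female mice among those labelled *B4galt1* hep-/- would explain it, but the highest *Xist* level in any mouse was 0.302 CPM and the lowest level of any of the 4 Y-linked genes was 6.79 CPM. The medians of the lists were -1.54 for male-biased and 1.65 for female-biased genes, and after correction for GC content and length their difference was 3.11, little changed. A loss of hepatocyte RNA would lower both lists. The median of the hepatocyte markers stood at percentile 98.0 of 10000 random lists matched on expression, while their mean log2 CPM was lower by 0.18 (two-sided exact permutation test, p = 0.486), with replicates 1 and 2 labelled *B4galt1* hep-/- below every *B4galt1* flox/flox liver and replicate 3 above. A weaker male pattern of growth hormone signalling with the genotype may explain such a shift. That is a hypothesis which these data did not test, since no growth hormone measurement was analysed, and RNA quality was not tested as an explanation of these lists. Several genes of both lists belong to families of near copies, such as *Cyp4a12a* and *Cyp4a12b*.

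A list of endoplasmic reticulum stress genes, not discussed by the paper for these livers, had a mean log2 CPM that was lower in 3 of 3 mice labelled *B4galt1* hep-/-, by -0.33 on average (two-sided exact permutation test, p = 0.0286). As a list it was not shifted beyond other genes, with an NES of -1.18 (adjusted p = 0.361 from fgsea with Benjamini-Hochberg adjustment), and 3 of 14 genes were called lower and 2 higher. No explanation was tested for it.

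In 5 of 67 sets of values from the 4 *B4galt1* flox/flox livers, a single liver stood apart by Dixon's criterion, where chance gives about 3.35. The gap to the nearest liver, as a share of the range, was 0.878 for *Srebf1* in replicate 3, 0.914 for *Acaca* in replicate 4, 0.866 for *Fasn* in replicate 4, 0.893 for *Acadm* in replicate 1 and 0.891 for the mean of the lipid biosynthesis list in replicate 2. These are 4 different mice, so no single library stands behind the set. Without *B4galt1* flox/flox replicate 3 the log2 fold change of *Srebf1* was -0.30, and without replicate 4 that of *Fasn* was -0.53, neither past the threshold. No biological explanation was tested.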

How the results depend on the processing

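Directions are those of the libraries labelled *B4galt1* hep-/-. With edgeR 2404 genes were called, 1189 lower and 1215 higher. RLE and upper-quartile normalization, both other count filters, DESeq2 and voom kept the count within 1.5 times, from 2382 to 3281. On log2(FPKM + 1) 2294 genes were called, 1733 lower and 561 higher. With a pseudocount of 0.1 there were 1946 lower and 601 higher, 23.6% higher. Over all genes above 0 there were 1330 genes, 242 of them higher, or 18.2%. FPKM divides by totals that include the mitochondrial transcripts, and the median of the same genes shifted by -0.12 to -0.13, so the scaling may account for part of the loss of higher calls, although the test and the filter differ as well. A threshold of 1 on the log2 fold change left 1346 genes, 574 lower and 772 higher. Leaving out each mouse in turn gave from 885 to 2396 genes, from 474 to 1175 lower and from 411 to 1291 higher, and the cause of this spread was not tested. In the fit without *B4galt1* flox/flox replicate 2, 883 of the 885 genes were among those called with all mice.

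*B4galt1* fell short of the threshold with counts and passed it on log2(FPKM + 1) (-0.67) and log2(FPKM + 0.1) (-0.73) over genes with FPKM of at least 1. Leaving out each mouse gave from -0.96 to -0.30, past the threshold without replicate 3 labelled *B4galt1* hep-/- alone. Over all alternatives its adjusted p ran from 0.0139 to 0.461 (edgeR, DESeq2 or limma, Benjamini-Hochberg). Of the 41 genes named by the paper, 23 were called, and from 11 to 21 when a mouse was left out. All 10 genes of the largest changes were called under each alternative, except that *Sult2a2* was not tested with at least 10 counts in every mouse and *ATP6* not without the mitochondrially encoded genes, which left 9.

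The NES of the 4 lists kept their sign and passed under each ranking, filter and weight tried and with camera. Under permutation of the mice they did not, with -1.39 for lipid biosynthesis, -1.28 for β-oxidation, -1.21 for ferroptosis and -1.59 for the PPARγ heatmap genes. Without each mouse in turn they ran from -2.38 to -2.09, from -2.66 to -2.12, from -2.16 to -1.53 and from -2.40 to -2.09, in the same order, and ferroptosis without replicate 2 labelled *B4galt1* hep-/- was the sole fit not past the threshold. The cause was not tested. The share of lipid metabolism among lower genes passed in all 13 alternatives, from 7.57% to 22.0%.

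Of single genes named in the text, 3 changed sign, none of them past the threshold in either direction. *Acta2* was -0.0563 on log2(FPKM + 1), with or without the filter, -0.0757 on log2(FPKM + 0.1), and from -0.24 to 0.21 without each mouse. *Fabp1* was -0.14 in all 3 FPKM settings and from -0.39 to 0.24 without each mouse. *Col1a1* ran from -0.20 to 0.61 without each mouse. The cause was not tested. Over 894 pairs of a gene and an alternative, 793 kept direction and side of the threshold, 65 became weaker and 21 stronger.

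The replicate numbers do not pair the mice. Deviations from the group means correlated by -0.34, -0.03 and 0.08 for the mice numbered 1, 2 and 3, on average -0.098, against 0.032 for differently numbered mice (across genes, which are not independent). With the replicate number as a block, 1267 genes were called, 615 lower and 652 higher, of which 1177 were called without it, and 13 of the 41 genes named by the paper. Lipid metabolism was 20.6% of the lower genes. *B4galt1* was at -0.60, *Acta2* at -0.10 and *Col1a1* at -0.0262. Of the genes named by the paper, the 10 that lost the call with the block were *Cpt1a*, *Tfrc*, *Tgfb1*, *Pparg*, *Fdft1*, *Slc27a5*, *Cyp4a14*, *Fads2*, *Plin2* and *Plin4*. The block spends degrees of freedom on numbers that carry no pairing.

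Of the genes that the paper names and the 10 genes of the largest changes, all but *Acsbg1*, *Sult2a2* and *Akr1c18* had over 1 CPM in every mouse. *Sult2a2* had 0.0920 CPM in *B4galt1* flox/flox replicate 1, near the floor of 3 counts, so depth limits its fold change.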

Differences from the paper's values

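The paper gives NES values in its figures. They are about -2.0 for lipid biosynthesis (Fig. 3C, read by eye), about -2.3 for fatty acid β-oxidation (Fig. 3F) and about -1.9 for ferroptosis (Fig. 4B). The values here, -2.15, -2.50 and -1.87 with hand-written lists, differ from them by less than their jackknife standard errors over the mice, 0.228, 0.359 and 0.471.

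The legend of Figure 3C describes its heatmap genes as lower by a significant amount. Here 4 of the 8 passed the threshold. *Acsl1* (-0.58) did not, except with adjustment over the 8 genes alone and in the 3 settings on FPKM with limma, at -0.73 on log2(FPKM + 1). *Acaca* (-0.46), *Fasn* (-0.35) and *Srebf1* (-0.13) passed under none of the alternatives set before the data were examined. The paper's qPCR found *Srebf1* (marked Srebp1c in Figure 3D) lower in livers of *B4galt1* hep-/- mice, while the counts gave log2 fold changes from -0.30 to -0.01 over the alternatives.

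The paper's qPCR found no significant difference in *Cpt1a* and *Cd36* (marked so in Figure 3G), *Tfr* (*Tfrc*) and *Tgfb1*, all of which passed the threshold in these counts, with log2 fold changes of -0.87, -1.32, 1.02 and -0.85. *Cd36* passed under every alternative. The others fell short without *B4galt1* flox/flox replicate 2. *Cpt1a* also fell short without replicates 1 or 2 labelled *B4galt1* hep-/-, *Tfrc* without *B4galt1* flox/flox replicate 3 or replicate 3 labelled *B4galt1* hep-/-, and *Tgfb1* without *B4galt1* flox/flox replicates 1 or 3 or replicates 1 or 3 labelled *B4galt1* hep-/-. On log2(FPKM + 1) over all genes above 0, *Tfrc* and *Tgfb1* fell short as well. For *Fth1* the paper's qPCR found no significant difference, and here it was not called at -0.53, except on log2(FPKM + 1) and log2(FPKM + 0.1) over genes with FPKM of at least 1. *Acadm*, marked not significant in Figure 3G and not called here, passed in the same 2 settings. *Acsl5*, marked not significant in Figure 4C and not discussed in the paper's text, was not called here, and passed with DESeq2 and voom among others.

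The paper describes a downward trend of *Acta2* and *Col1a1* by qPCR, not significant. In the counts both were higher, by 0.05 and 0.23 on the log2 scale, and neither passed the threshold. *Acta2* was lower in the 3 FPKM settings and in 3 fits that left out a mouse. *Col1a1* was lower without replicate 2 labelled *B4galt1* hep-/-.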

Other observations

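The tests of replicate 3 by its position between the groups, of clock genes and of the macrophage list were chosen only after the result was seen.

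*B4galt1* was not reduced in replicate 3 labelled *B4galt1* hep-/-. A swapped or mislabelled mouse predicts that the rest of its transcriptome resembles *B4galt1* flox/flox livers. Over 2126 genes called without that mouse, replicate 3 lay at 0.65 on a scale from 0 at the *B4galt1* flox/flox mean to 1 at the mean of the other mice labelled *B4galt1* hep-/-. Replicates 1 and 2, placed in the same way, lay at 0.75 and 1.08. *B4galt1* from cells other than hepatocytes predicts higher markers of such cells in replicate 3, but their mean log2 CPM was -0.26 below that of the other mice labelled *B4galt1* hep-/-. Neither test favours its explanation. Incomplete deletion in that mouse is a hypothesis that gene counts cannot test. For the group as a whole, the log2 fold change was -0.50 under upper-quartile normalization, not past the threshold, and -0.67 on log2(FPKM + 1), past it over genes with FPKM of at least 1 and not past it over all genes above 0 (adjusted p = 0.108 from limma with Benjamini-Hochberg adjustment). Whether *B4galt1* passes thus changed between settings that differ in scaling, test and filter. None of the other 6 members of the B4galt family was called, with log2 fold changes from -0.38 to 0.55.

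Other splits of the 7 mice were tested for each result. Of the 8 splits that, like the real one, part all 3 pairs of same-numbered mice, 1 gave as many called genes, the real one, and likewise 1 of all 35. With 8 splits the share cannot fall under 0.05. No other split had any called gene, so the numbers for lipid metabolism among lower genes, again 1 of 8 and 1 of 35, follow from that and say nothing more about lipid metabolism. For the lists it was 4 of 8 and 11 of 35 for lipid biosynthesis, 1 of 8 and 3 of 35 for β-oxidation, 4 of 8 and 11 of 35 for ferroptosis, and 2 of 8 and 3 of 35 for the PPARγ heatmap genes, which the paper shows for the same livers. Depth is not behind the number of called genes, since thinning every library to the smallest total left 2376. GC content and length explained 3.63% of the deviance in log2 fold changes. After correction for both, with genes ranked by log2 fold change, the NES went from -2.09 to -2.19 for lipid biosynthesis, from -2.40 to -2.25 for β-oxidation and from -1.68 to -1.55 for ferroptosis, all still past the threshold (adjusted p at most 0.0427 from fgsea with Benjamini-Hochberg adjustment). The correction moved these values little. By enrichment score, all 4 lists pass when genes are permuted and none does when the mice are.

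The macrophage list was lower in livers labelled *B4galt1* hep-/-, with 18 of 23 genes lower, 8 called lower and 1 higher, and its median log2 fold change of -0.63 was below all 10000 random lists matched on expression. The paper reports fewer macrophages by staining in *B4galt1* hep-/- mice. *Acsl4* and *Pparg* are expressed by macrophages as well as hepatocytes, so fewer macrophages may contribute to their decrease, and a change inside hepatocytes cannot be told apart from it in whole liver. The 20 genes of cholesterol biosynthesis all belong to the lipid biosynthesis list. They were shifted lower with an NES of -2.07 (adjusted p = 0.00202 from fgsea with Benjamini-Hochberg adjustment). Of these genes 19 were lower and 8 called, all counted in the longer list already, so they are not separate evidence. Fibrosis genes were not shifted, with an NES of -1.26 (adjusted p = 0.268).

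Some circadian genes of opposite phase moved in opposite directions. *Bmal1* (2.38) and *Cry1* (1.71) were called higher and *Dbp* (-1.79) and *Nr1d1* (-1.58) lower, as log2 fold changes, and these genes were picked out after their values were seen. A different time of day or feeding state at collection predicts that an index of the phases, the *Bmal1* side minus the *Dbp* side, separates the groups. Its means differed by 1.30, but the groups overlapped (two-sided exact permutation test, p = 0.114), and the median of the *Dbp* side changed sign without replicate 3 labelled *B4galt1* hep-/-, from -0.20 to 0.02. *Per1* (0.90) and *Per2* (1.65), also called higher and without overlap between the groups, belong to neither side of the index, and *Npas2*, on the *Bmal1* side, had 0 CPM in replicate 1 labelled *B4galt1* hep-/-. The index therefore does not settle whether collection time differed.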
